# Therapeutic resistance and susceptibility is shaped by cooperative multi-compartment tumor adaptation

**DOI:** 10.1038/s41418-019-0310-0

**Published:** 2019-03-01

**Authors:** Jason E. Long, Matthew J. Wongchenko, Dorothee Nickles, Wei-Jen Chung, Bu-er Wang, Johannes Riegler, Ji Li, Qingling Li, Wendy Sandoval, Jeff Eastham-Anderson, Zora Modrusan, Teemu Junttila, Richard A. D. Carano, Oded Foreman, Yibing Yan, Melissa R. Junttila

**Keywords:** Cancer microenvironment, Cancer genetics, Cancer models, Experimental models of disease, Translational research

## Abstract

Emerging research suggests that multiple tumor compartments can influence treatment responsiveness and relapse, yet the search for therapeutic resistance mechanisms remains largely focused on acquired genomic alterations in cancer cells. Here we show how treatment-induced changes occur in multiple tumor compartments during tumor relapse and can reduce benefit of follow-on therapies. By using serial biopsies, next-generation sequencing, and single-cell transcriptomics, we tracked the evolution of multiple cellular compartments within individual lesions during first-line treatment response, relapse, and second-line therapeutic interventions in an autochthonous model of melanoma. We discovered that although treatment-relapsed tumors remained genetically stable, they converged on a shared resistance phenotype characterized by dramatic changes in tumor cell differentiation state, immune infiltration, and extracellular matrix (ECM) composition. Similar alterations in tumor cell differentiation were also observed in more than half of our treatment-relapsed patient tumors. Tumor cell-state changes were coincident with ECM remodeling and increased tumor stiffness, which alone was sufficient to alter tumor cell fate and reduce treatment responses in melanoma cell lines in vitro. Despite the absence of acquired mutations in the targeted pathway, resistant tumors showed significantly decreased responsiveness to second-line therapy intervention within the same pathway. The ability to preclinically model relapse and refractory settings—while capturing dynamics within and crosstalk between all relevant tumor compartments—provides a unique opportunity to better design and sequence appropriate clinical interventions.

## Materials and methods

### Genetically engineered mouse model (GEMM)

Braf^LSL.V600E^;PTEN^fl/fl^;Tyr.CreER and Braf^LSL.V600E^;PTEN^fl/fl^;Tyr.CreER;Rosa26^LSL.tdTomato^ mice were fully backcrossed (>10 generations) into C57BL/6J mice [1–4]. Licenses were obtained from appropriate institutions.

### Tumor induction

At ~8–12 weeks of age, animals were first anesthetized using continuous 2% Isothesia (Isoflurane, Butler Schien Animal Health; catalog number 1169567762; Dublin, OH). The dorsal skin of the right flank was shaved using an electric shaver, wiped clean, and 1 µL of 5 mM 4-OH tamoxifen (Sigma, catalog number H7904, St. Louis, MO) dissolved in ethanol was applied to the shaved skin to induce tumor formation. After application, the animal was kept under anesthesia for 3 min to allow the ethanol to evaporate, after which they were allowed to recover while monitored on a heating pad. After 4–8 weeks, animals were stratified into treatment cohorts using tumor measurements for in vivo dosing experimentation. They were individually housed to prevent any impact to the induced tumors by another mouse. Equal numbers of male and female animals of ~25 g each were enrolled across dosing groups. Vemurafenib (Zelboraf^®^) was dosed at 50 mg/kg via oral gavage (PO), twice a day (b.i.d.). Cobimetinib (Cotellic^®^) was dosed at 7.5 mg/kg via oral gavage (PO), once a day (q.d.). α-PD-L1 (Clone 9708-6E11) was dosed at 10 mg/kg via intraperitoneal injection, three times a week (t.i.w.). The animals were dosed and monitored according to guidelines from the Institutional Animal Care and Use Committee (IACUC) at Genentech, Inc. (South San Francisco, CA).

### Biopsies

Animals were anesthetized using continuous 2% Isothesia (Isoflurane, Butler Schien Animal Health; catalog number 1169567762; Dublin, OH). The tumor surface and surrounding area was cleaned using 7.5% povidone-iodine and then 75% ethanol. A 3 mm punch biopsy (Miltex, Inc.; catalog number 33-32, York, PA) was used to obtain tumor samples, which were immediately placed into either RNALater (Qiagen, Inc.; catalog number 76104, Valencia, CA) or frozen in liquid nitrogen. After biopsy, the wound was cleaned using a sterile cotton swab and then immediately closed up using 5-0 absorbable sutures (Ethicon, LLC; catalog number J463G, Cincinnati, OH). The animal was allowed to recover while monitored on a heating pad. At the end of treatment, individual solid tumors were collected and trisected for next-generation sequencing analyses and histopathology. All histopathology assessments were blinded.

### Ultrasound imaging

The ultrasound imaging and data analysis has been described in more detail previously [5]. Briefly, mice were anesthetized with sevoflurane (4%), positioned prone on a feedback-controlled heated stage (Visualsonics, Toronto, Canada), fur surrounding tumors was removed using a clipper, and ultrasound gel was applied. To estimate tumor volumes, b-mode images (Siemens Acuson S2000, Munich, Germany) were acquired for axial and sagittal planes covering maximum tumor cross-sections (center frequency 8 MHz, 27% power; 45 µm in plane resolution, 300 µm slice thickness, Field of View (FOV): 3 × 3.8 cm). Tumor boundaries were manually outlined and volumes estimated by fitting an ellipsoid. Two-dimensional Acoustic Radiation Force Impulse (ARFI) imaging (Virtual Touch^TM^ Tissue Imaging Quantification) was performed on axial planes using a clinical transducer (8 MHz). At least four shear wave speed maps were acquired for each imaging plane. Tumor outlines from b-mode images were applied to the average of four corresponding shear wave maps in order to estimate the average shear wave speed for a tumor at a given time point.

### Mass spectroscopy

Tumor tissue were reduced with sodium borohydride, washed with water, dried, hydrolyzed in hydrochloric acid, and transferred to liquid chromatography (LC)-tandem mass spectrometry. A water acetonitrile gradient was run on a reverse-phase column (Agilent Technologies, Santa Clara, CA). The LC was coupled to a mass spectrometer (Applied Biosystems, Foster City, CA) operating under positive ionization mode. Sample analysis was performed in multiple reaction monitoring mode with a dwell time of 0.1 s.

### Survival

Animals were censored for survival in an unblinded manner based on pre-determined morbidity criteria for killing (in consultation with veterinary staff under the IACUC guidelines), which included low body condition scoring (e.g., hunching, belabored breathing, low body temperature), lack of mobility, and > 20% body weight loss from the time of study start or mortality.

### Fluidigm analyses

Tumor RNA was purified using the Qiagen All Prep kit (Qiagen, Inc.; catalog number 80204, Valencia, CA). cDNA was created using Applied Biosystems Reverse Transcription Kit (ABI, Inc.; catalog number 4374966, Waltham, MA). Ten nanograms of tumor RNA was added to 2 µL 10 × Reverse Transcriptase (RT) Buffer, 0.8 µL 100 mM dNTP mix, 2 µL 10 × Random Primers Mix, 1 µL Multiscribe RT, 1 µL of RNase Inhibitor, and 3.2 µL of ddH_2_O, and incubated at 25 °C for 10 min, 37 °C for 120 min, and then 85 °C for 5 min. The resulting cDNA (1.25 µL) was then added to a preamplification reaction containing 2.5 µL of 2 × TaqMan^®^ PreAmp Master Mix (ABI/ThermoFisher Scientific; catalog number 4391128, Waltham, MA) and 1.25 µL of a pool of 96 TaqMan^®^ Assays (ThermoFisher Scientific; catalog number 4331182, Waltham, MA; full list of genes below). This mix was incubated at 95 °C for 10 min and then cycled 14 times at the following conditions: 95 °C for 15 s and 60 °C for 4 min. After the reaction was complete, the mix was diluted with 20 µL of TE Buffer, pH 8.0 (Ambion/ThermoFisher Scientific; catalog number AM9849; Waltham, MA). The resulting amplified cDNA (2.7 µL) was then added to 3 µL of Universal PCR Master Mix (ABI/ThermoFisher Scientific; catalog number 4304437, Waltham, MA) and 0.3 µL of Fluidigm Sample Loading Reagent (Fluidigm; South San Francisco, CA). TaqMan^®^ Gene Expression Assays (3 µL; ThermoFisher Scientific; catalog number 4331182, Waltham, MA; full list of genes below) were added to 3 µL Fluidigm Assay Loading Reagent (Fluidigm; South San Francisco, CA). The resulting mixtures were loaded onto a 96:96 Dynamic Array using a Biomark^TM^ System (Fluidigm; South San Francisco, CA). *C*_t_ values were calculated from the system’s software (Biomark^TM^ Real-time PCR analysis, Fluidigm; South San Francisco, CA). All Raw *C*_t_ values were normalized to one or more of three housekeeping genes, or the whole plate for further analysis.

### Gene signatures

The previously published melanoma differentiation signature contains the following 21 genes: *BACE2*, *CITED1*, *DCT*, *EDNRB*, *GPNMB*, *GPR143*, *KIT*, *MC1R*, *MITF*, *MLANA*, *OCA2*, *PAX3*, *PMEL*, *RARB*, *SLC24A4*, *SLC24A5*, *SLC45A2*, *TRPM1*, *TYR*, *TYRP1*, and *ZEB2* [6]. Our Nanostring gene set contains the following overlapping nine genes with the above melanoma differentiation signature: *BACE2*, *EDNRB*, *GPNMB*, *KIT*, *MITF*, *MLANA*, *PMEL*, *TYRP1*, and *ZEB2*. The mouse melanoma marker gene set contains the following eight genes: *Ednrb*, *S100a1*, *Pmel*, *Lef1*, *Mlana*, *Tyrp1*, *Mc1r*, and *Gpr143*, five of which overlap with our Nanostring gene set and contains the following genes: *EDNRB*, *PMEL*, *LEF1*, *MLANA*, and *TYRP1*. The mitogen-activated protein kinase (MAPK) signature contains the following genes: *Dusp4*, *Dusp6*, *Etv1*, *Etv4*, *Etv5*, *Fosl1*, *Phlda1*, *Spry2*, and *Spry4* [7, 8]. All gene signature values were created by calculating the mean and SD of each gene across all samples. A *z*-score was then obtained for each gene for each sample through the following formula: *z* = (*x* − *µ*)/*σ*, when *x* is the score, *µ* is the mean, and *σ* is the SD. The *z*-score for every gene in the signature for each sample was then added up and divided by the square root of the total number of genes in the signature to give the final plotted value for each sample.

### Whole-exome sequencing

Genomic DNA was extracted from tumor and normal tissues using the Qiagen All Prep nucleic isolation kit (Qiagen, Inc.; catalog number 80204, Valencia, CA) as per the manufacturer’s protocol. Quality and quantity of DNA samples was determined before their processing by exome sequencing. The concentration and the integrity of DNA samples were determined using NanoDrop 8000 (ThermoFisher Scientific, Waltham, MA) and 2200 TapeStation (Agilent Technologies, Santa Clara, CA), respectively. Exome capture was performed using 0.5 µg of genomic DNA and SureSelectXT Mouse All Exon kit (50 Mb) according to the manufacturer’s protocol (Agilent Technologies, Santa Clara, CA). Fragment size distribution of post-capture amplified libraries was determined with 2200 TapeStation using high-sensitivity D1000 screen tape (Agilent Technologies, Santa Clara, CA). Concentration of the libraries was measured by Qubit (ThermoFisher Scientific, Waltham, MA). Exome capture libraries were sequenced on HiSeq2500 (Illumina, San Diego, CA) to generate paired-end 75 base reads.

### RNA sequencing

Total RNA was extracted from cells using the Qiagen All Prep nucleic isolation kit (Qiagen, Inc.; catalog number 80204, Valencia, CA) as per the manufacturer’s protocol, including the on-column DNase digestion. Quality control of samples was done to determine RNA quantity and quality before their processing by RNA sequencing (RNA-seq). The concentration and the integrity of total RNA samples were determined using NanoDrop 8000 (ThermoFisher Scientific, Waltham, MA) and 2200 TapeStation (Agilent Technologies, Santa Clara, CA), respectively. One microgram of total RNA was used as an input material for library preparation using TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA). Library size was confirmed using the 2200 TapeStation and high-sensitivity D1K screen tape (Agilent Technologies, Santa Clara, CA), and their concentration was determined by quantitative PCR-based method using Library quantification kit (Kapa Biosystems, Wilmington, MA). The libraries were multiplexed and then sequenced on HiSeq2500 (Illumina, San Diego, CA) to generate 30 M of single-end 50 base pair reads.

### Analysis of whole-exome and RNA sequences

Whole-exome and RNA sequences from initial biopsy (IB) tumors, progressed biopsy tumors (V_Pr_), and matched normal genetically engineered mouse models (GEMM) were trimmed to 75 bp and filtered for sequencing quality and ribosomal RNA. Reads for which 30% or more of the nucleotides had a Phred quality score of 23 or lower were discarded. The remaining reads were aligned to the mouse genome using the Genomic Short-read Nucleotide Alignment Program (GSNAP) [9], with default settings and the following parameters: -M 2 -n 10 -B 2 -i 1 -N 1 -w 200000 -E 1 --pairmax-rna = 200000 --clip-overlap. Further trimming was not performed. Multimapping reads were discarded. PCR duplications were filtered using PicardTools. We used established gene models from the National Center for Biotechnology Information (NCBI) database and extended those with internal Genomic Mapping and Alignment Program for mRNA and EST sequences (GMAP) alignments for additional genes not in NCBI database. We used GATK (Version 3.5) to measure the sequencing depth and the coverage in targeted regions of whole-exome sequencing. For whole-exome sequencing, somatic single-nucleotide variants and insertion/deletions were called using Strelka 1.0.4 with its default settings [10]. High-confident variants were annotated by Ensembl Variant Effect Predictor (version 77) [11] and filtered with dbSNP 138, RepeatMasker 4.0.5 (http://www.repeatmasker.org), and variants obtained from normal tails of C57BL/6J mice collected in multiple internal projects. We considered somatic variants as high-confident variants that passed our filtering and were only observed in matched second biopsy tumors, not in the matched normal samples. Protein-altering mutations include nonsynonymous mutations, gain/loss of stop codon, insertion/deletion, frameshift mutations, and mutations at splicing donor and acceptor sites. Human cancer-related genes were obtained from ref. [12]. To confirm expression of somatic variants, we used the VariantTools and gmapR packages in Bioconductor and counted the number of RNA-seq reads carrying the same somatic variants in the BAM files of matched samples that align to the genomic coordinates of the variants. We manually examined PAMs using Integrative Genomics Viewer. We also aligned exome reads containing recurrent variants to the mouse genomic and transcripts database using BLASTN, and included alignment to alternate assemblies, such as Mm_Celera in Extended Dataset 1. Gene expression levels were quantified from RNA-seq as reads per kilobase of exon model per million mapped reads normalized by size factor, referred to as RPKM, and defined as the number of reads aligning to a gene in a sample, divided by the total number of uniquely mapped reads for that sample × gene length × size factor.

### Detection of copy number aberrations

We inferred the copy number (CN) landscape of each tumor from its exome sequence and the exome sequence of its matched normal, using Control-FREEC with the default exome-seq settings (window size 500 bases and step 250 bases) [13]. CN per gene was obtained by averaging the coverage of segments containing the gene of interest and was used to screen for CN gain (2.8 ≤ CN < 4), amplification (CN ≥ 4), loss (1 < CN ≤ 1.4), and deletion (CN ≤ 1). Regions of focal amplification/deletion are defined as regions <5 Mb. Whole chromosome gain is defined as gain/amplification of at least 80% of genes per chromosome. Prevalence of gene amplification, gain, loss, or deletion was calculated as the ratio of number of tumors with the alteration to the total number of tumors with available CN status for that gene.

### Nanostring RNA analysis of patient tumors

BRIM2 (NCT00949702) was a single-arm phase 2 study in which patients with BRAF^V600^-mutant melanoma received vemurafenib treatment. Patient consent was obtained for exploratory research conducted on all tissues. mRNA was prepared from formalin-fixed, paraffin-embedded sections of tumor tissue and gene expression was measured using Nanostring (NanoString Technologies, Seattle, WA). Data were normalized to the geometric mean of all 800 genes profiled. The effect on baseline expression was determined using a Cox proportional hazards model. For tissues from melanoma biopsies, sections were stained with hematoxylin and eosin. RNA was isolated using the High Pure RNA Paraffin Kit (Roche; catalog number 03270289001, Basel, Switzerland).

### Immunohistochemistry

Formalin-fixed, paraffin-embedded sections of murine melanoma were cut at 5 µm. Sections were then deparaffinized and subjected to antigen retrieval using Target Retrieval Solution (Agilent Technologies, catalog number S1700, Santa Clara, CA) at 98 °C for 10 min and allowed to cool at room temperature for 30 min. Melanoma sections were then blocked for 1 h in phosphate-buffered saline (PBS) containing 0.1% Triton X-100, 3% bovine serum albumin and 5% normal donkey serum (Jackson Immuno Research Labs, catalog number NC9624464, West Grove, PA). Thereafter, they were incubated overnight at 4 °C in the same buffer with the following primary antibodies: Anti-tdTomato (1:500) (Biorbyt, catalog number ORB182397, San Francisco, CA) and anti-phospho ERK (1:250) (Cell Signaling Technology, catalog number 4370, Danvers, MA). After three PBS washes, cultures were incubated for 1 h at room temperature with the following secondary antibodies: Alexa488-conjugated anti-rabbit (1:400) and Alexa594-conjugated anti-goat (1:400) (ThermoFisher Scientific, Waltham, MA). Slides were counterstained with 4,6-diamidino-2-phenylindole, dihydrochloride (ThermoFisher Scientific, catalog number D1306, Waltham, MA) and mounted using ProLong Gold Antifade mountant (ThermoFisher Scientific, Waltham, MA). Fluorescent photomicrographs were taken on a Zeiss microscope (Carl Zeiss Microscopy, Thornwood, NY). All picture acquisitions were as individual tiff files and composite images were made in Adobe Photoshop CC (Adobe Systems, Inc., San Jose, CA).

### Cell culture

Briefly, polyacrylamide coverslips were coated as described in refs. [14, 15], substituting fibronectin at 20 mg/mL (Sigma, catalog number F1141, St. Louis, MO) for collagen. Approximately 12 µL of matrix stiffness solution (0.2 kPa—10 mM HEPES 424.7 µL, 40% Polyacrylamide 37.5 µL, 2% Bisacrylamide 7.5 µL, APS 2.5 µL, TEMED 0.25 µL; 3 kPa—10 mM HEPES 403 µL, 40% Polyacrylamide 68.6 µL, 2% Bisacrylamide 22.48 µL, APS 2.5 µL, TEMED 0.25 µL; 12 kPa—10 mM HEPES 358 µL, 40% Polyacrylamide 94.4 µL, 2% Bisacrylamide 40 µL, APS 2.5 µL, TEMED 0.25 µL) was covered with a cover glass and left for 1 h at room temperature to set the gel. After removing the cover glass, the gel was coated with 150 mL of Sulfo-SANPAH Photoreactive Crosslinker (Pierce/ThermoFisher, Waltham, MA) and activated by UV illumination for 10 min, followed by fibronectin coating. A375 (gCell number CL584727, Genentech, South San Francisco, CA), Colo829 (gCell number CL131105, Genentech, South San Francisco, CA), MelNBR1 (cell line generated from an induced tumor from the Braf^LSL.V600E^;PTEN^fl/fl^;Tyr.CreER GEMM), and WM266-4 (gCell number CL586497, Genentech, South San Francisco, CA) cells in Dulbecco’s modified Eagle’s medium were seeded onto the gels, cultured for 72 h. Cells were processed for analyses as described in the Fluidigm Analyses section above.

### Generation of single-cell RNA-seq data

Processing of melanoma tumors for flow cytometry was done by cutting the tumors into small pieces of 2–4 mm with a razor blade. Two milliliters of ice-cold Digestion Buffer (5 mg/mL collagenase, type I; 5 mg/mL collagenase, type IV) in Hank’s balanced salt solution (HBBS) was then added to the tumor pieces in 15 mL tubes. Samples placed at 37 °C for 20 min in the dark. Digestion was stopped by adding 2 mL of ice-cold Washing Buffer (20% FCS in HBBS). Digest was pelleted at 1500 r.p.m. for 5 min at 4 °C. The pellet was washed once with 1 × PBS and then incubated in 2 mL of 0.25% trypsin in HBBS at 37 °C for 5 min in the dark. Reaction was stopped by adding 2 mL of ice-cold Washing Buffer and then digest was pelleted at 1500 r.p.m. for 5 min at 4 °C. Pellet was resuspended in 5 mL of ice-cold fluorescence-activated cell sorting (FACS) Buffer (2% fetal bovine serum, 2 mM EDTA in 1 × PBS). Digested tumors were passed through a 70 μm strainer. The cell strainer was washed with 5 mL of FACS Buffer and samples centrifuged at 1500 r.p.m. for 5 min at 4 °C. Pellet was washed once with 5 mL of FACS Buffer and pelleted again at 1500 r.p.m. for 5 min at 4 °C. Cells were resuspended in 1 mL of FACS Buffer + propidium iodide.

Samples were processed for single-cell RNA-seq (scRNAseq) using the Chromium Single Cell 3’ Library and Gel bead kit v2, following the manufacturer’s manual (10 × Genomics, San Francisco, CA). Cell density and viability of the single-cell suspensions were determined by Vi-CELL XR cell counter (Beckman Coulter). All of the processed samples had very high percentage of viable cells. Cell density was used to impute the volume of single-cell suspension needed in the RT master mix, aiming to achieve ~6000 cells per sample. cDNAs and libraries were prepared following the manufacturer’s manual (10 × Genomics, San Francisco, CA). Libraries were profiled by Bioanalyzer High Sensitivity DNA kit (Agilent Technologies, Santa Clara, CA) and quantified using Kapa Library Quantification Kit (Kapa Biosystems, Wilmington, MA). Each library was sequenced in one lane of HiSeq4000 (Illumina, San Diego, CA) following the manufacturer’s sequencing specification (10 × Genomics, San Francisco, CA).

### Processing of scRNAseq data

The number of reads for all ~700k possible cell barcodes were tallied and data demultiplexed for cell barcodes represented by at least 10k reads. Transcript reads were aligned to the reference genome GRCm38 using GSNAP version “2013-10-10” (parameters: ‘-M 2 -n 10 -B 2 -i 1 -N 1 -w 200000 -E 1); only uniquely mapping reads were considered. The number of transcripts per gene was inferred based on the number of unique molecular identifiers (UMIs) per gene (for reads overlapping exons in sense orientation) allowing for one mismatch between UMI sequences to account for errors in sequencing or PCR amplification. After excluding cells with <300 UMIs and removing non-expressed features, data were further processed using the Seurat R package version 2.2.0) [16]. Subsequent to normalization using the “LogNormalize” setting, data were scaled based on the total number of UMIs per cell. Then a principle component (PC) analysis was run on the most variably expressed genes and the first 30 PCs were used to perform *t*-distributed statistical neighbor embedding analysis and density clustering. All scRNAseq data has been deposited into the Gene Expression Omnibus (GEO) repository at NCBI. It can be found using the accession number GSE126714.

### Assignment of cluster identities in scRNAseq data

As quality control, we visualized the percentage of total reads that aligned to the mitochondrial genome to identify cells undergoing cell stress/death [17] as well as relative expression of cell cycle genes to identify clusters where the cells’ transcriptomes were more indicative of cell cycle state than cell identity. Clusters with a high fraction of mitochondria rich or actively dividing cells were excluded from analysis. We then used the FeaturePlot function to highlight expression of known marker genes for the different cell types that were expected to be present in the samples: transgene (tGene) expression marking tumor cells, *Fap* and collagens marking non-immune stromal cells, hemoglobin marking red blood cells, *Pecam1* marking endothelial cells, as well as different immune cell markers as visualized in Extended Data Fig. 5a). In parallel, using Seurat’s “FindAllMarkers” function, marker genes for each respective cluster were identified in a hypothesis-free manner and reviewed.

### Visualization of scRNAseq data

For the heatmap in Extended Data Fig. 5a, expression of select marker genes was averaged across all cells in each cluster using Seurat’s “AverageExpression” function. The violin plots show the kernel probability density of the data. The white point indicates the mean expression. The thick black lines extend to the 25th and 75th percentiles of the data (hinges), whereas the thin lines show the largest or smallest observation that falls within a distance of 1.5 times the length of the thick black line from the nearest hinge. The MAPK gene signature score was calculated using Seurat’s “AddModuleScore” function, based on the following MAPK target genes: *Dusp4*, *Dusp6*, *Etv1*, *Etv4*, *Etv5*, *Fosl1*, *Phlda1*, *Spry2*, and *Spry4*.

### Statistics

Statistical analyses are indicated in Figure legends. Data are presented as the mean ± SD. GraphPad Prism 7 software (GraphPad Software, La Jolla, CA) was used to conduct the statistical analysis of all data. Multiple comparisons were performed using an ordinary one-way analysis of variance with Tukey’s multiple comparison test. Survival comparisons were made using the log-rank (Mantel–Cox) test. Paired *t*-tests were used to determine two-tailed significance to compare results. A *P*-value of <0.05 was considered statistically significant.

### Study approval

All individuals participating in animal care and use are required to undergo training by the institution’s veterinary staff. Any procedures, including handling, dosing, and sample collection mandates training and validation of proficiency under the direction of the veterinary staff before performing procedures in experimental in vivo studies. All animals were dosed and monitored according to guidelines from the IACUC on study protocols approved by the Laboratory Animal Resource Committee (LARC) at Genentech, Inc. All patients who participated in the clinical trials provided written, informed consent.

## Results

BRAF mutant melanoma is an indication where clinical implementation of small molecule inhibitors targeting BRAF proved transformative [18, 19]; however, the majority of patients progress within the first year of treatment [20, 21]. Although most patients progress with evidence of MAPK pathway re-activation, this is not always attributable to acquired mutations within the pathway [22–26]. To experimentally explore vemurafenib response and relapse, we employed an autochthonous melanoma mouse model, Braf^V600E^;PTEN^fl/fl^;Tyr:CreER (hereafter Braf^V600E^;PTEN) [3]. Vemurafenib treatment regressed over 90% of the tumors and significantly improved progression-free survival (PFS) by >60 days (Fig. 1a, b). 

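Baseline *Mitf*, which encodes a transcription factor that controls the melanocyte lineage, was measured by RNA-seq in the untreated initial biopsies (IB) of 17 mice. The tumors were biopsied again at progression on vemurafenib, 22 to 133 days later (median 84 days), and these days stood for the time to relapse. *Mitf* lay at 34.5 ± 11.5 normalized counts scaled by library size (CPM; SD, n = 17 mice), with a range of 22.5 to 64.0. No relation of *Mitf* to the days was detected. Pearson's r was 0.047 (permutation test, p = 0.86) and Spearman's rho was 0.096 (p = 0.71). Without the 2 mice farthest from the median *Mitf* level, r was 0.12. *Axl* encodes a receptor tyrosine kinase that is often high where *Mitf* is low in melanoma, so the ratio of *Mitf* to *Axl* was also taken. The ratio was 0.0759 ± 0.0403 (SD, n = 17), with a range of 0.0326 to 0.167. Against the days, it gave r = 0.18 (permutation test, p = 0.49) and rho = 0.34 (p = 0.18), and r was 0.33 without the 2 mice farthest from the median ratio. After Benjamini-Hochberg adjustment over both relations, p was 0.86 for each r, 0.71 for the rho of *Mitf* and 0.36 for the rho of the ratio. The tests were two-sided with 100000 resamples, and the labels name no batch within which to repeat them.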

Time-to-treatment relapse was not associated with baseline *Mitf* expression levels nor *Mitf/Axl* ratios (Extended Data Fig. 1a, b) [27–29]. Despite continuous vemurafenib treatment, all tumors eventually relapse (Fig. 1b).

**Fig. 1:**
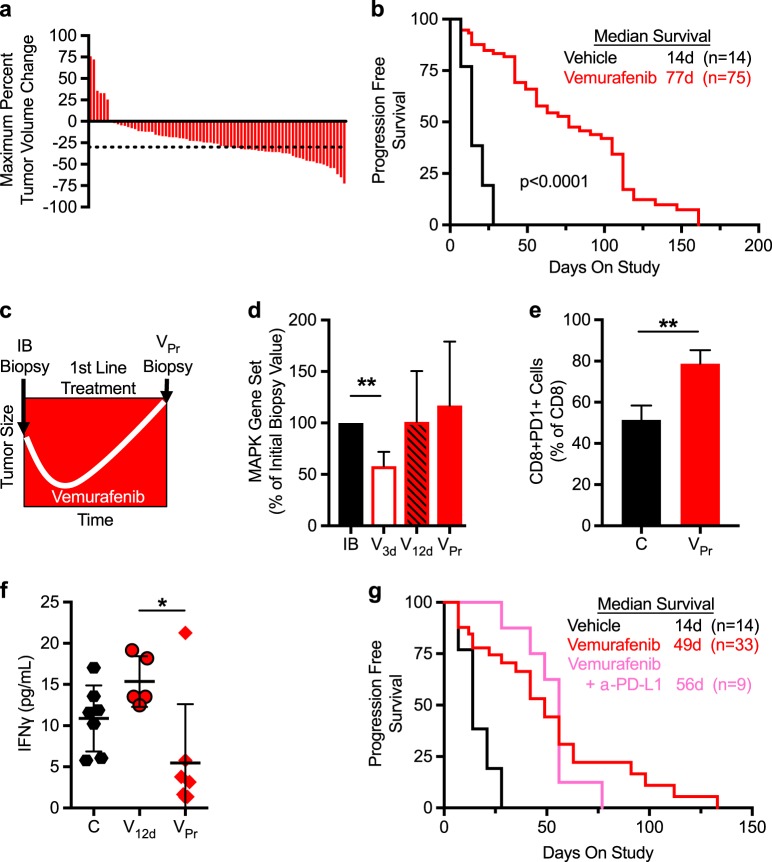
Braf mutant tumors relapse on vemurafenib with evidence of MAPK pathway re-activation and immune modulation. **a** Maximum percent tumor volume change in 75 animals treated with vemurafenib, twice a day via oral gavage at 50 mg/kg. Dotted line indicates  ~30% regression. **b** Progression-free survival plot of vehicle and vemurafenib-treated animals. Animals were classified as progressed when their tumor size exceeded 30% of their initial biopsy value. **c** Schematic representation of tumor growth curve over time while on vemurafenib, showing initial biopsy (IB) and progressed biopsy (V_Pr_) sample time points. **d** Sum of normalized 2^−dCt^ values of MAPK target genes (*Dusp4*, *Dusp6*, *Etv1*, *Etv4*, *Etv5*, *Fosl1*, *Phlda1*, *Spry2*, and *Spry4*) plotted as percent of IB for V_3d_(*n* = 5), V_12d_(*n* = 6), and V_Pr_(*n* = 75) samples. **e** FACS analysis of CD8 + PD1 + cells, plotted as a percent of total CD8 + cells for C(*n* = 3) and V_Pr_(*n* = 3) samples. **f** Luminex analysis of IFNγ expression from C(*n* = 7), V_12d_(*n* = 5), and V_Pr_(*n* = 7) tumors. **g** Progression-free survival plot of control vehicle (*n* = 14), vemurafenib (*n* = 33), and vemurafenib + α-PD-L1 (*n* = 9)-treated animals. Animals were classified as progressed when their tumor burden reached 30% above their initial biopsy value. Data are plotted as the mean ± SD for **d**–**f**. *P*-values in **a** by log-rank (Mantel–Cox) test. *p < 0.05, **p < 0.005 by *t*-test in **e**, **f**. C: control vehicle-treated samples; IB: initial biopsy; V_3d_: 3 day vemurafenib-treated samples; V_12d_: 12-day vemurafenib-treated samples; V_Pr_: vemurafenib-progressed samples

To interrogate the mechanism of therapeutic relapse, serial biopsies were performed on the same lesion throughout treatment (IB and vemurafenib-progressed, V_Pr_; Fig. 1c). Consistent with clinical evidence [30], V_Pr_ samples no longer showed significant reduction in MAPK signaling (Fig. 1d, Extended Data Fig. 1d). BRAF inhibitors exhibit mechanistically distinct functions depending on BRAF mutational status; although inhibition of MAPK signaling occurs in BRAF mutant cells, BRAF wild-type cells are primed for activation [31, 32]. To enable facile differentiation of tumor cells from stromal cells, Braf^V600E^;PTEN mice were interbred with a conditional reporter strain (Rosa26.LSL.tdTomato) [4]. Analysis of V_Pr_ tumors from these animals indicated that both positive and negative tdTomato cells had increased pERK at relapse (Extended Data Fig. 1e), consistent with previous work showing that chronic treatment with vemurafenib can lead to MAPK activation within stromal cells [15, 31]. Therefore, both tumor and stromal cells contribute to overall MAPK signaling at vemurafenib relapse.

To determine whether treatment progression is characterized by acquired genomic alterations, 17 matched biopsies (IB and matched V_Pr_) were subjected to RNA and exome sequencing (Extended Data Table 1). 

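At progression on vemurafenib, expression changed across many genes in both directions. RNA from 34 biopsies was sequenced, an IB and a V_Pr_ sample of the same lesion from each of 17 C57BL/6J mice, 9 listed as female and 8 as male. The V_Pr_ samples were taken on 50 mg/kg vemurafenib. In V_Pr_, 1332 genes were higher and 1407 lower than in IB among 18574 tested (adjusted p under 0.05 from edgeR's quasi-likelihood test, paired by mouse), and 173 rose and 184 fell by at least 2-fold. *Nppb*, which encodes the precursor of a natriuretic peptide, was among the genes with the largest falls in at least 15 of 17 mice, from 31.2 ± 15.7 CPM in IB to 5.61 ± 3.96 in V_Pr_ (SD, n = 17 mice), a log2 fold change of -2.66 (standard error 0.46, adjusted p = 0.00214 from edgeR). The others included *Mmp13*, a collagenase (log2 fold change -3.0, standard error 0.74, adjusted p = 0.0135 from the same test), and *Lalba*, a milk protein gene (log2 fold change -3.50, standard error 0.45, adjusted p = 0.000443). *Cadm2*, a cell adhesion molecule of neurons, was among the largest rises, from 6.34 ± 6.55 to 34.8 ± 24.7 CPM (SD, n = 17), a log2 fold change of 2.79 (standard error 0.46, adjusted p = 0.0017 from edgeR), as was *Nphs2*, which encodes podocin (log2 fold change 2.31, standard error 0.30, adjusted p = 0.00047).
The biopsies differed in how much epidermis they held. The mean level of 16 keratinocyte genes was at most 3.09 log2(CPM + 0.5) in 11 libraries, 5 IB and 6 V_Pr_, and at least 6.62 in every other library. These 11 libraries came from 9 mice, and the first principal component, with 56.9% of the variance, set them apart. With the keratinocyte mean as a covariate, a setting chosen after seeing the values, 2168 genes were higher and 2165 lower, and all 2739 genes above kept their call. In the 8 mice with keratinocyte transcripts in both libraries, 1202 genes were higher and 1168 lower, and 1271 of 2715 genes called in the 17 mice were called again, none of them in the opposite direction. The calls also moved with the test and with single mice. DESeq2's Wald test called 2139 higher and 2136 lower, and edgeR called 1746 genes without mouse 2295 and 1819 without mouse 2746.
The libraries held 15813999 to 39705247 counts (median 29826281). For these values, the authors filtered reads for quality and ribosomal RNA, aligned them to the mouse genome with GSNAP, discarded multimapping reads and counted reads per gene. The deposited raw counts were scaled by the TMM method to CPM, and genes were tested that passed edgeR's filter on low counts. No mouse had a second biopsy without vemurafenib, so drug, elapsed time and the earlier biopsy cannot be told apart, and the RNA comes from tumor and stroma together.

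**Figure D1:**
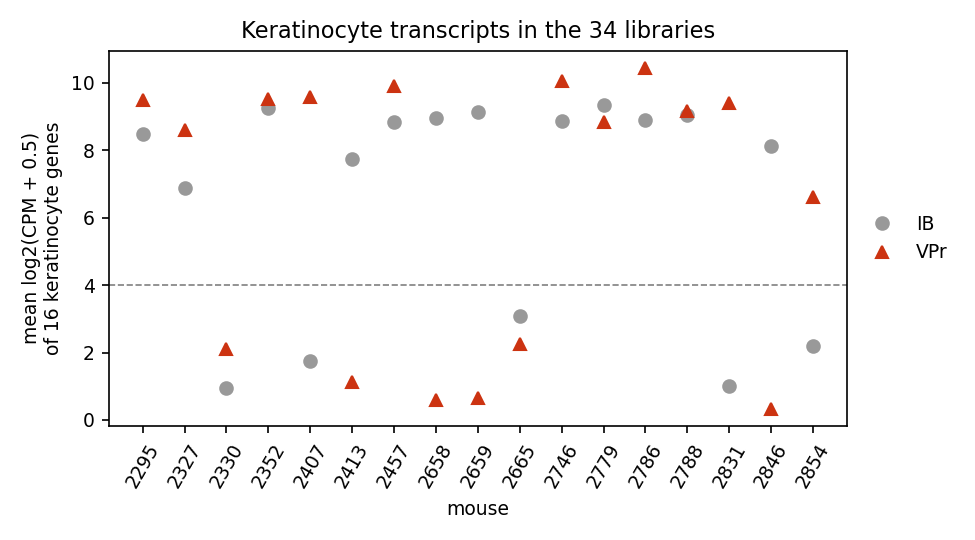
Mean level of 16 keratinocyte genes in log2(CPM + 0.5) for each mouse, with grey circles for IB, red triangles for V_Pr_ and a dashed line at 4. Below the line lie 11 libraries from 9 mice.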

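Supplementary Dataset 1 lists 107 pairs of a gene and a mouse whose V_Pr_ tumor had acquired a protein-altering mutation, with 90 genes and 13 mice. Most of these genes were detected in the biopsy of the mouse in question, which does not show expression in the tumor cells themselves. In the V_Pr_ library of that mouse, 70 pairs were at 1 CPM or more and 37 were under 1 CPM. No count was seen for 21 pairs, which at these depths allows up to 0.0954 to 0.210 CPM (3 counts of the library). Of 13 genes listed in at least 2 mice, 9 had a median of 1 CPM or more in the mice that carried them. *Prg4*, which encodes a lubricating proteoglycan, was listed in 4 mice, the most for any gene, at 2.54 to 3.91 CPM (42 to 118 counts). *Rrbp1*, a ribosome-binding protein of the endoplasmic reticulum, was at 288 to 386 CPM in 3 mice, and *Mthfd2*, a mitochondrial enzyme of folate metabolism, was at 6.20 to 21.1 CPM in 3 mice. *Agrn*, *Cilp*, *Gfra3*, *Rassf5*, *Snx33* and *2700049A03Rik* were listed in 2 mice each, from 10.1 CPM for *2700049A03Rik* to 612 CPM for *Agrn*. *Muc4*, *Rdh19*, *Ttn* and *Vmn2r114* had medians under 1 CPM, and *Vmn2r114* had no count in either mouse. Across all 17 pairs, *Agrn*, which encodes a proteoglycan of basement membranes, fell in every mouse, from 835 ± 84.9 CPM in IB to 499 ± 117 in V_Pr_ (SD, n = 17 mice; log2 fold change -0.78, standard error 0.10, adjusted p = 0.00047 from edgeR). *Cilp*, a matrix protein gene, rose in 16 of 17 mice (log2 fold change 1.75, standard error 0.25, adjusted p = 0.000773 from edgeR). Counts per gene hold no base calls, so whether the reads carried the listed mutations was not analysed here.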

No evidence of acquired protein-altering mutations (PAMs) in oncogenes or tumor suppressors in V_Pr_ tumors was discovered and no recurrent PAMs were found in any gene where expression could be verified by RNA-seq (Supplementary Dataset 1). In addition, no significant or recurrent copy number alterations (CNA) were observed and notably, none in BRAF exons [33, 34] (Extended Data Fig. 1e,f). Therefore, vemurafenib progression is not associated with acquired genomic alterations in this model system. Consistent with this finding, a recent report using a distinct BRAF mutant model found vemurafenib relapse in the absence of acquired mutations unless rendered genetically unstable through telomerase inactivation [35].

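Receptor tyrosine kinases pass growth factor signals to the MAPK and PI3K pathways. As a group, those of Extended Data Fig. 1h did not move in 1 direction. Of 9 such genes, 1 was higher in V_Pr_, none was lower and 8 did not pass edgeR's test, and the counts adjusted over the list alone were the same. Their median log2 fold change was 0.01 (adjusted p = 0.62 from the gene set test camera over 34 lists). The gene that passed was *Egfr*, the epidermal growth factor receptor, at 65.4 ± 14.5 CPM in IB and 80.0 ± 19.4 in V_Pr_ (SD, n = 17 mice), higher in 12 of 17 mice. Its log2 fold change was 0.29 (standard error 0.09, adjusted p = 0.0383 from edgeR), and no mouse had a 2-fold change. The edgeR call on *Egfr* depended on the mice, with an adjusted p of 0.0222 to 0.0690 as each was left out in turn, under 0.05 in 8 of 17 refits. The exact paired permutation test gave p = 0.00703 for it (adjusted p = 0.0333 over 26 genes of the figures). That unadjusted p was 0.00311 to 0.0141 as each mouse was left out. In the 8 mice with keratinocyte transcripts in both libraries *Egfr* did not pass (adjusted p = 0.170 from edgeR; exact permutation test, p = 0.0859). The edgeR call was also lost without the pairing by mouse (adjusted p = 0.0797). *Met*, the receptor of hepatocyte growth factor, was at 41.1 ± 18.2 CPM in IB and 27.2 ± 18.6 in V_Pr_ (SD, n = 17), and 7 mice had at least a 2-fold fall and 1 a 2-fold rise. Its log2 fold change was -0.67 (standard error 0.28, adjusted p = 0.116 from edgeR; exact paired permutation test, p = 0.0304, adjusted p = 0.0718 over 26 genes of the figures). Without mouse 2407, 2658, 2659, 2788 or 2846, the unadjusted permutation p was 0.0509 to 0.0608. *Pdgfra*, a receptor of fibroblasts and neural crest cells, had a log2 fold change of 0.47 (standard error 0.20, adjusted p = 0.121 from edgeR; exact paired permutation test, p = 0.0421, adjusted p = 0.0841) and was at least 2-fold higher in 4 mice and lower in 1. Its unadjusted permutation p was 0.0469 in the 8 mice with keratinocyte transcripts in both libraries, and 0.0516 to 0.0836 without mouse 2330, 2352, 2413, 2658, 2659, 2746, 2786, 2846 or 2854. *Axl* was at 508 ± 133 CPM in IB and 513 ± 153 in V_Pr_ (SD, n = 17), and no mouse had a 2-fold change. *Igf1r*, the receptor of insulin-like growth factor, had a log2 fold change of -0.01 (standard error 0.08) and *Pdgfrb* one of -0.16 (standard error 0.16). The log2 fold changes of *Fgfr1*, *Fgfr2* and *Fgfr3*, receptors of fibroblast growth factors, were 0.09, 0.30 and -0.10 (standard errors 0.13, 0.43 and 0.63). The unadjusted exact permutation p of *Pdgfrb* was 0.454 in the 17 mice and 0.0469 in the 8 mice. That of *Fgfr2* was 0.0996 in the 17 mice and 0.0389 without mouse 2659. Of 13 other receptor tyrosine kinase genes, 1 was lower, none was higher and 12 did not pass, also when adjusted over the list alone, and their median was -0.03 (adjusted p = 0.33 from camera). The lower one was *Fgfr4*, from 3.01 ± 1.36 to 1.70 ± 0.785 CPM (SD, n = 17; log2 fold change -0.80, standard error 0.18, adjusted p = 0.00825 from edgeR).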

Further, although individual matched IB and V_Pr_ pairs demonstrated expression changes of receptor tyrosine kinases (RTKs) previously implicated in mitogen-activated protein kinase inhibitor (MAPKi) progressing patients [36], no statistically significant changes were observed in *Axl*, *Pdgfr*, *Egfr*, *Igfr*, *Met*, or *Fgfr*, eliminating identification of a common upregulated RTK that mediates resistance (Extended Data Fig. 1h). 

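Transcripts of inflammatory mediators, the cytokines and chemokines that recruit and activate leukocytes, were lower in V_Pr_ than in IB. T cell transcripts rose in some mice and fell in others. Of 18 inflammatory mediator genes tested, 5 fell, none rose and 13 did not pass the test (12 fell and none rose when adjusted over the list alone). Their median log2 fold change was -1.52 (adjusted p = 1.6e-06 from camera; adjusted p = 0.42 with an estimated correlation), and the mean of the list was lower in 15 of 17 mice. *Cxcl2*, a chemokine that attracts neutrophils, was at 199 ± 199 CPM in IB and 64.8 ± 93.7 in V_Pr_ (SD, n = 17 mice), lower in 16 of 17 mice (log2 fold change -3.66, standard error 1.2, adjusted p = 0.0491 from edgeR). *Ccl2*, which attracts monocytes, fell from 99.2 ± 118 to 36.6 ± 29.7 CPM (SD, n = 17; log2 fold change -1.15, standard error 0.35, adjusted p = 0.0359). *Ccl3* and *Osm*, a chemokine and a cytokine of myeloid cells, had log2 fold changes of -1.81 (standard error 0.58, adjusted p = 0.0442 from edgeR) and -2.28 (standard error 0.72, adjusted p = 0.0404). The fifth was *Il6*, named after its values were seen (log2 fold change -2.90, standard error 0.96, adjusted p = 0.0499 from edgeR). As each mouse was left out in turn, *Cxcl2*, *Ccl2*, *Ccl3*, *Osm* and *Il6* passed in 5, 7, 6, 5 and 3 of 17 refits. *Tnf*, tumor necrosis factor, had a log2 fold change of -0.88 (standard error 0.44, adjusted p = 0.178 from edgeR).
Of 23 genes of T and NK cells, 1 was higher, none was lower and 22 did not pass, and none passed when adjusted over the list alone. Their median log2 fold change was 0.14 (adjusted p = 0.52 from camera), and the list mean was higher in 9 mice and lower in 8. The higher one was *Prf1*, perforin of cytotoxic cells, at 1.58 ± 2.41 CPM in IB and 2.21 ± 1.21 in V_Pr_ (SD, n = 17), higher in 13 of 17 mice (log2 fold change 1.11, standard error 0.36, adjusted p = 0.0470 from edgeR), which passed in 4 of 17 refits with a mouse left out. *Cd8a*, which marks CD8 T cells, was at 1.71 ± 0.896 and 2.08 ± 1.15 CPM (SD, n = 17; log2 fold change 0.24, standard error 0.24, adjusted p = 0.525 from edgeR). Of 10 other immune checkpoint genes, 2 fell, none rose and 8 did not pass, also when adjusted over the list alone (median -0.35, adjusted p = 0.20 from camera). *Pdcd1*, the receptor PD1, fell from 2.48 ± 1.68 to 1.27 ± 1.14 CPM in 13 of 17 mice (SD, n = 17; log2 fold change -1.17, standard error 0.37, adjusted p = 0.0394 from edgeR). *Ctla4* fell in 13 of 17 mice (log2 fold change -1.67, standard error 0.54, adjusted p = 0.0440), and both passed in 6 of 17 refits. Low transcripts of whole biopsies are a measure unlike the paper's cytometry, which gives PD1-positive cells as a share of CD8 cells.
Apart from mast cells, whose genes rose, no gene in the lists of other leukocytes passed the test over all genes or over its list alone. The 14 neutrophil genes had a median log2 fold change of -1.08 (adjusted p = 0.010 from camera; adjusted p = 0.74 with an estimated correlation), with 12 of 17 mice lower. The 15 interferon response genes had a median of -0.48 (adjusted p = 0.0056 from camera; adjusted p = 0.74 with an estimated correlation), with 11 of 17 mice lower. The medians were 0.06 for 16 macrophage and monocyte genes, whose mean was -0.06, 0.21 for 6 B cell genes and -0.17 for 10 dendritic cell genes (adjusted p = 0.77, 0.67 and 0.47 from camera). Antigen presentation gave medians of -0.21 for 10 MHC class I genes and -0.22 for 7 MHC class II genes (adjusted p = 0.078 and 0.20 from camera). Of these, 1 passed, *Erap1*, a peptidase that trims peptides for MHC class I (log2 fold change -0.41, standard error 0.12, adjusted p = 0.0242 from edgeR), also when adjusted over the list alone.

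**Figure D2:**
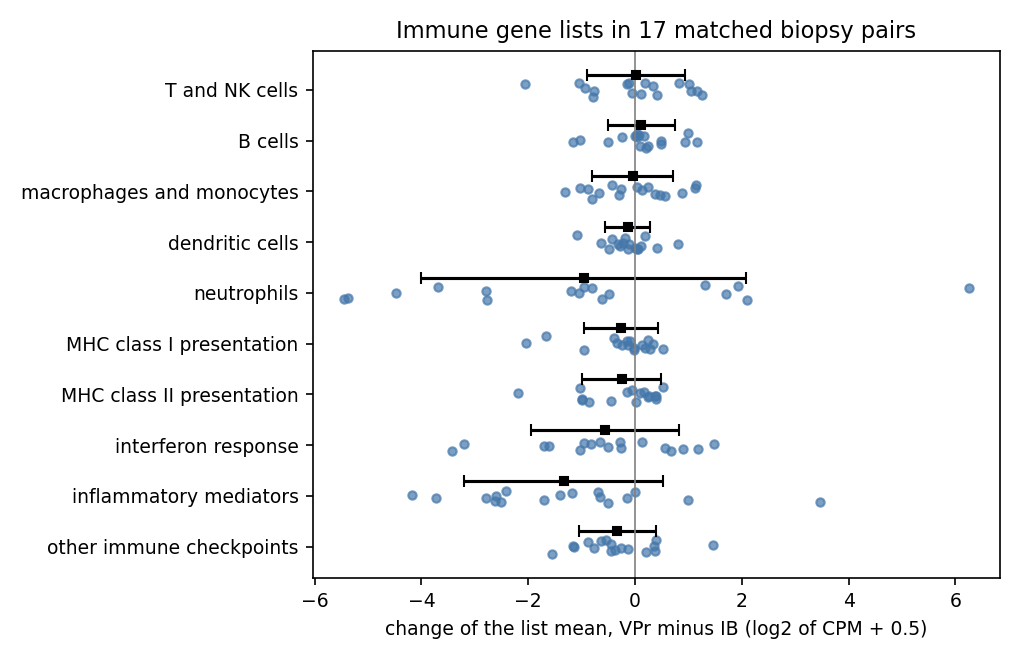
Change of the mean log2(CPM + 0.5) of 10 gene lists, V_Pr_ minus IB, with a point per mouse, a square at the mean and bars of 1 SD (n = 17 mice). The inflammatory mediators lie below 0 in 15 mice, and the T and NK cell genes lie on both sides of 0.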

Interestingly, Gene Set Enrichment Analysis revealed a significant negative enrichment for T-cell activation, inflammatory, and cytokine production signatures in V_Pr_ lesions (Extended Data Fig. 2a). Evaluation of the immune contexture found V_Pr_ tumors harboring a significant increase in myelosuppressive CD11b + /Gr1 Hi + cells [37], increased CD8 + cells, as well as CD8 + PD1 + cells (Fig. 1e, Extended Data Fig. 2b, c). Moreover, PD-L1 transcript expression increased in ~50% of V_Pr_ samples (8/17 tumors; Extended Data Fig. 2d).

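PD-L1 and PD-L2 are the ligands through which tumor and myeloid cells restrain PD1-positive T cells. *Cd274*, which encodes PD-L1, moved up in some tumors and down in others. It was higher in V_Pr_ in 8 mice and lower in 9 (exact two-sided sign test, p = 1), and the ratio of V_Pr_ to IB ran from 0.133 to 2.76. A rise of at least 1.5-fold was seen in 7 mice. Its mean was 44.8 ± 61.2 CPM in IB and 30.9 ± 16.1 in V_Pr_ (SD, n = 17 mice; exact paired permutation test, p = 0.466), with a log2 fold change of -0.01 (standard error 0.33, adjusted p = 0.987 from edgeR). It was 0.30 in the 8 mice with keratinocyte transcripts in both libraries (adjusted p = 0.454). *Pdcd1lg2*, which encodes PD-L2, was lower in 13 of 17 mice, at 1.95 ± 0.851 CPM in IB and 1.26 ± 1.29 in V_Pr_ (SD, n = 17; exact paired permutation test, p = 0.103). The permutation test on log2(CPM + 0.5) gave p = 0.0159 for it, the test on linear values without mouse 2854 p = 0.00574, and edgeR a log2 fold change of -1.03 (standard error 0.35, adjusted p = 0.0569). Adjusted over the list alone, *Pdcd1lg2* passed and *Cd274* did not.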

Although acute 12-day vemurafenib treatment (V_12d_) displayed increasing amounts of CD8 + cells, tumor necrosis factor (TNF), and interferon-γ (IFNγ) protein expression, the only effect maintained at V_Pr_ was increased CD8 + and CD8 + PD1 + cells (Fig. 1e, f, Extended Data Fig. 2e–g). Despite increased expression of checkpoint proteins PD1/PD-L1 in V_Pr_ samples, combination vemurafenib and α-PD-L1 therapy provided no benefit in PFS relative to vemurafenib (Fig. 1g), suggesting that the PD1/PD-L1 axis is not functionally contributing to vemurafenib progression in this model.

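Genes of the pigment-producing melanocyte fell in most tumors at progression. The 8 genes of Fig. 2a, *Ednrb*, *S100a1*, *Pmel*, *Lef1*, *Mlana*, *Tyrp1*, *Mc1r* and *Gpr143*, had a median log2 fold change of -1.59 (adjusted p = 9.1e-07 from camera; adjusted p = 0.28 with an estimated correlation). Of the 8, 4 were lower in V_Pr_, none was higher and 4 did not pass edgeR's test, and all 8 were lower when adjusted over the list alone. The paper names these genes as among the most changed in the same tumors, so the count is not an independent test. The mean of the list was lower in 15 of 17 mice. *Ednrb*, the endothelin receptor of melanoblasts and melanocytes, fell from 51.8 ± 15.3 CPM in IB to 26.9 ± 12.3 in V_Pr_ (SD, n = 17 mice), in 16 of 17 mice. Its log2 fold change was -1.07 (standard error 0.18, adjusted p = 0.00198 from edgeR; exact paired permutation test, p = 0.000107). *Lef1*, a transcription factor of the Wnt pathway, fell from 13.7 ± 3.98 to 6.49 ± 5.24 CPM in 14 of 17 mice (SD, n = 17; log2 fold change -1.28, standard error 0.23, adjusted p = 0.00249 from edgeR). *Mc1r*, the melanocortin receptor, fell in 15 of 17 mice (log2 fold change -1.55, standard error 0.45, adjusted p = 0.0287), and passed in 14 of 17 refits with a mouse left out. *S100a1*, a calcium-binding protein, was lower in 15 of 17 mice (log2 fold change -0.52, standard error 0.16, adjusted p = 0.0404), passed in 4 of 17 such refits and had an exact paired permutation p of 0.0731. The other genes encode proteins of the melanosome and differed more between mice. *Pmel* was at 54.9 ± 46.3 CPM in IB and 17.6 ± 21.3 in V_Pr_ (SD, n = 17; exact paired permutation test, p = 0.00836), with a log2 fold change of -1.64 (standard error 0.56, adjusted p = 0.0550 from edgeR). *Tyrp1* was at 123 ± 100.0 and 38.9 ± 77.1 CPM (SD, n = 17; exact paired permutation test, p = 0.00897; log2 fold change -3.48, standard error 1.26, adjusted p = 0.0702 from edgeR). *Mlana* and *Gpr143* had log2 fold changes of -2.46 and -2.03 (standard errors 1.02 and 0.74, adjusted p = 0.11 and 0.0724; exact paired permutation tests, p = 0.469 and 0.134). Without mouse 2327, where most of the 8 rose, the permutation p was 0.0297 for *Mlana*, 0.00308 for *Gpr143* and 0.00342 for *S100a1*, and without mouse 2352 that of *S100a1* was 0.0249.
Epidermis and hair follicles hold normal melanocytes, so the fall was set beside the keratinocyte transcripts. The 16 keratinocyte genes had a median log2 fold change of 0.10 and a mean of 0.31, although camera pointed down (adjusted p = 0.95), and the 7 hair follicle genes had a median of -0.85 (adjusted p = 0.25 from camera). None of either list passed the test. Where the keratinocyte mean moved by at most 3 log2 units, the mean of the 8 genes was lower in 9 of 10 mice. It was lower in 4 of 4 mice with a larger keratinocyte fall and in 2 of 3 with a larger rise. With the keratinocyte mean as covariate, 6 of the 8 genes passed. In the 8 mice with these transcripts in both libraries, *Ednrb* and *Lef1* passed, while *Mc1r* and *S100a1* did not (adjusted p = 0.268 and 0.347 from edgeR). The fall of the melanosome genes was not established in these 8 mice. The exact permutation p was 0.125 for *Pmel*, 0.1875 for *Tyrp1*, 0.8125 for *Mlana* and 0.586 for *Gpr143*, and the mean CPM difference of *Mlana* turned to 4.76.

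**Figure D3:**
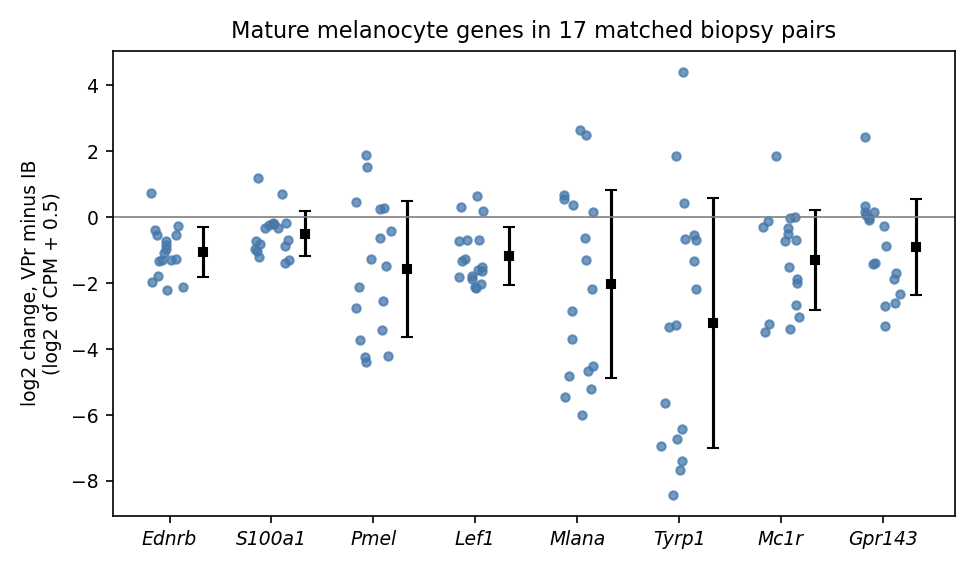
Log2 change of the 8 genes, V_Pr_ minus IB in log2(CPM + 0.5), with a point per mouse, a square at the mean and bars of 1 SD (n = 17 mice). *Ednrb* lies below 0 in 16 mice.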

Interestingly, genes whose expression characterizes mature terminal melanocyte differentiation were among the most differentially expressed genes between matched IB/V_Pr_ pairs (Fig. 2a), despite heterogeneous baseline expression. In contrast, genes indicative of pre-melanocytic lineage [38–40] displayed mixed expression patterns with statistically significant changes observed in neural crest associated genes *Bmp5*, *Kitl*, and *Wnt2* (Fig. 2b). 

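Among these genes of the neural crest and the early melanocyte lineage, the clearest rise was that of *Kitl*, the ligand of the KIT receptor on which melanoblasts and mast cells depend. *Kitl* was at 64.5 ± 14.7 CPM in IB and 99.1 ± 26.8 in V_Pr_ (SD, n = 17 mice), higher in 15 of 17 mice. Its log2 fold change was 0.60 (standard error 0.11, adjusted p = 0.00298 from edgeR; exact paired permutation test, p = 0.000214), and in the 8 mice with keratinocyte transcripts in both libraries it was 0.49 (standard error 0.18, adjusted p = 0.101 from edgeR; exact permutation test, p = 0.0391). *Bmp5*, a bone morphogenetic protein, was at 0.596 ± 0.606 and 1.33 ± 0.972 CPM (SD, n = 17), higher in 12 of 17 mice (log2 fold change 1.31, standard error 0.49, adjusted p = 0.0786 from edgeR; exact paired permutation test, p = 0.0200, adjusted p = 0.0649 over 26 genes of the figures). *Wnt2*, a secreted Wnt ligand, was too low for edgeR's filter, at 0.278 ± 0.311 CPM in IB and 0.557 ± 0.396 in V_Pr_ (SD, n = 17; exact paired permutation test, p = 0.00592, adjusted p = 0.0333), and was higher in 14 of 17 mice. *Wnt3a*, another Wnt ligand, was at 1.32 ± 1.12 and 3.11 ± 3.15 CPM (SD, n = 17; exact paired permutation test, p = 0.0252). For *Wnt3a*, edgeR gave a log2 fold change of 0.77 (standard error 1.01, adjusted p = 0.649). *Sox2*, a transcription factor of stem and neural crest cells, was at 28.1 ± 14.0 and 43.0 ± 25.5 CPM (SD, n = 17), with a log2 fold change of 0.56 (standard error 0.25, adjusted p = 0.139 from edgeR; exact paired permutation test, p = 0.0287). *Pax3*, which acts upstream of *Mitf*, was at 11.8 ± 5.08 and 8.43 ± 5.33 CPM (SD, n = 17), with a log2 fold change of -0.57 (standard error 0.25, adjusted p = 0.134 from edgeR; exact paired permutation test, p = 0.0567). As each mouse was left out, the permutation p of *Wnt3a* rose above 0.05 without mouse 2407, 2786 or 2831 (0.0502 to 0.0504) and that of *Sox2* without mouse 2327, 2352, 2665, 2788 or 2831 (0.0500 to 0.0573). That of *Pax3* was 0.00629 without mouse 2327 and 0.0375 without mouse 2831. Of 6 genes of Fig. 2b that could be tested by edgeR, 1 rose, none fell and 5 did not pass. Adjusted over the list alone, 2 rose. The median was 0.58 (adjusted p = 0.20 from camera), and the list mean was higher in 14 of 17 mice.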

Of note, transcriptional changes in *Mitf* were not prominent (1/17 up 2-fold), but, when present, terminal melanocyte differentiation genes were concurrently altered (Extended Data Fig. 3c). 

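The mean level of *Mitf* was 33.3 ± 11.1 CPM in V_Pr_ (SD, n = 17 mice), a log2 fold change of -0.05 from IB (standard error 0.16, adjusted p = 0.855 from edgeR; exact paired permutation test, p = 0.758). In 13 of 17 mice it changed by less than 2-fold. In mouse 2327 it rose 2.17-fold, and 6 of the 8 genes of Fig. 2a rose at least 2-fold there while 1 fell as far. The mean of the 8 rose by 1.25 log2 units in that mouse. In 3 mice *Mitf* fell at least 2-fold. The ratio was 0.445 in mouse 2788 and 0.453 in mouse 2786, where all 8 genes fell at least 2-fold (mean changes of -3.62 and -3.39 log2 units), and 0.432 in mouse 2659, where 5 did (mean change -2.71). The marker genes also moved without *Mitf*. In mouse 2746, with a *Mitf* ratio of 1.06, 7 of the 8 fell at least 2-fold, and in mouse 2831, with a ratio of 0.905, 3 rose and 1 fell at least 2-fold and the mean rose by 0.94. Transcripts of keratinocytes moved too in some of these mice, with changes of their mean of 8.42 log2 units in mouse 2831, whose IB library holds few of them, and -8.47 in mouse 2659. Each mouse has 1 biopsy per time, so these changes have no replicate check within a mouse.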

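A differentiation signature of 21 genes from single transformed melanocytes, 6 of which are also in Fig. 2a, gave a lower score in V_Pr_ in 13 of 17 mice. The score sums the z values of the genes over all 34 libraries, divided by the square root of their number. Its change was -2.42 ± 4.53 (SD, n = 17 mice; exact paired permutation test, p = 0.0417). That p ran from 0.000427 to 0.0840 as each mouse was left out in turn, and it was above 0.05 without mouse 2352, 2413, 2658, 2659, 2746, 2786, 2788, 2846 or 2854. In the 8 mice with keratinocyte transcripts in both libraries the change was -1.99 (exact permutation test, p = 0.273). Of the 21 genes, 5 fell, 1 rose and 15 did not pass edgeR's test (16 fell and 1 rose when adjusted over the list alone), with a median of -1.64 (adjusted p = 1.4e-07 from camera; adjusted p = 0.42 with an estimated correlation). Besides *Ednrb* and *Mc1r*, the fallen genes were *Slc24a4* and *Slc24a5*, exchangers of potassium, sodium and calcium, and *Bace2*, a protease that cleaves PMEL. *Slc24a5* fell from 32.6 ± 10.0 to 20.3 ± 11.8 CPM in 14 of 17 mice (SD, n = 17; log2 fold change -0.82, standard error 0.19, adjusted p = 0.0107 from edgeR). *Slc24a4* and *Bace2* had log2 fold changes of -1.95 and -0.47 (standard errors 0.39 and 0.14, adjusted p = 0.00476 and 0.0337), and *Bace2* passed in 13 of 17 refits with a mouse left out. The gene that rose was *Zeb2*, a transcription factor of the melanocyte lineage (log2 fold change 0.38, standard error 0.12, adjusted p = 0.0410), in 6 of 17 such refits. *Dct* and *Tyr*, enzymes of pigment synthesis, were lower in 13 and 14 mice but did not pass (log2 fold changes -3.30 and -2.72, standard errors 1.19 and 0.96, adjusted p = 0.0702 and 0.0639). The same score over the 8 genes of Fig. 2a changed by -2.26 ± 2.66 (SD, n = 17; exact paired permutation test, p = 0.00282) and was lower in 16 of 17 mice. Its change in the 8 mice was -2.11 (exact permutation test, p = 0.102).
The spread of the 8 markers between mice was also compared. The standard deviation over mice of their mean log2(CPM + 0.5) was 1.07 in IB and 1.13 in V_Pr_, a ratio of variances of 1.12 (exact paired permutation test, p = 0.838). By gene, the ratio on this scale ran from 0.590 for *Pmel* to 4.02 for *S100a1*, and *Ednrb* had the lowest p, with a ratio of 3.23 (exact paired permutation test, p = 0.0137, adjusted p = 0.11 over the 8 genes). The direction depends on the scale. On linear CPM, a scale added after the values were seen, the ratio was 0.734 for the mean (exact paired permutation test, p = 0.607), 0.642 for *Ednrb* (p = 0.187) and 0.212 for *Pmel* (p = 0.0255, unadjusted), and it was below 1 for 4 of the 8 genes.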

Using a signature derived from single-cell analysis of transformed melanocytes in the *Braf*^*V600E*^; *PTEN* model [6], we confirmed decreased differentiation in V_Pr_ tumors (Extended Data Fig. 3a, b), indicating that chronic vemurafenib treatment reduces melanocyte marker gene expression heterogeneity either by directly impacting tumor cells or by enriching for a pre-existing cell state within the tumor.

**Fig. 2:**
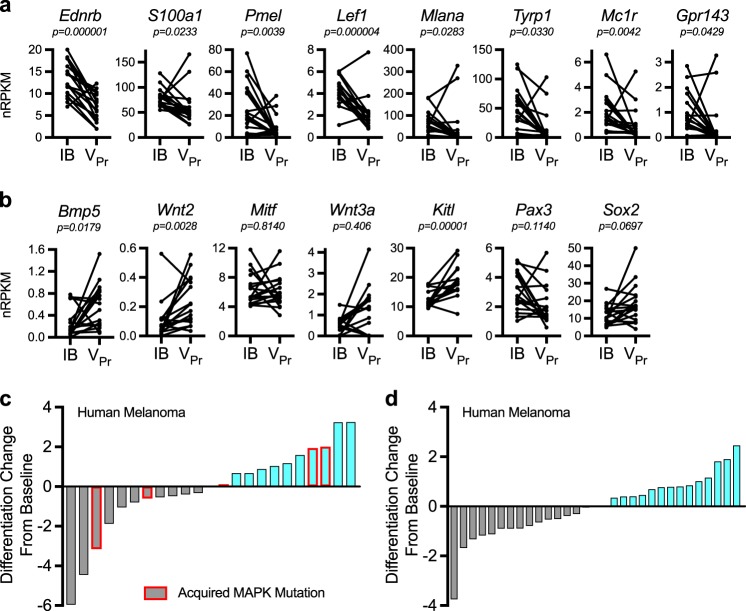
Melanocyte cell-fate gene expression characterizes vemurafenib relapse in murine and human tumors. **a**, **b** Normalized RNA-seq RPKM values plotted for matched biopsies for mature melanocyte markers (**a**, *n* = 17) or neural crest-like markers (**b**, *n* = 17). **c** Differentiation change from baseline score of melanoma differentiation genes (*BACE2*, *EDNRB*, *GPNMB*, *KIT*, *MITF*, *MLANA*, *PMEL*, *TYRP1*, *ZEB2*) derived from ref. [6] in matched pre-treatment and progressed biopsies from melanoma patient samples (*n* = 23 pairs) from BRIM clinical trials [41] and **d** from melanoma patient samples (*n* = 31 pairs) from ref. [21]. Bars outlined in red are patients whose tumors acquired a MAPK pathway mutation at time of vemurafenib progression. Data are plotted as direct RPKM values in **a**, **b**. *p*-values determined by *t*-test in **a**, **b**. IB: initial biopsy; V_Pr_: vemurafenib-progressed samples

Early time points demonstrated evidence of inflammation, a feature previously associated with melanoma cell dedifferentiation [41]. However, at the time of frank tumor relapse, over 88% (15/17) of tumors were dedifferentiated with no evidence of observable inflammation, indicating that inflammation is not required to maintain this phenotype (Fig. 1f, Extended Data Fig. 2g). Moreover, treatment withdrawal from the V_Pr_ tumors did not induce re-expression of melanocyte marker genes (data not shown), suggesting irreversibility within this timeframe.

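The score over 6 of the marker genes, *Pmel*, *Lef1*, *Mlana*, *Tyrp1*, *Mc1r* and *Gpr143* (Extended Data Fig. 3e), was lower at relapse in 14 of 17 mice, or 82.4%. Its change from IB was -1.81 ± 2.53 (SD, n = 17 mice; exact paired permutation test, p = 0.00851). On log2(CPM + 0.5) values it was lower in 15 of 17 mice, or 88.2%, with a change of -2.42 ± 2.52 (SD, n = 17; exact paired permutation test, p = 0.00174). In the 8 mice with keratinocyte transcripts in both libraries, the change was -1.69 and 7 were lower (exact permutation test, p = 0.141). From the share of dedifferentiated tumors and the lack of inflammation seen in its protein assays, the paper concludes that inflammation is not required to maintain this phenotype.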

We followed up on the cell-state conversion phenotype using matched pretreatment and post-progression melanoma patient biopsy samples (*n* = 23 pairs) [42], as this phenomenon was suggested to accompany clinical MAPKi progression [43]. Transcriptome analysis revealed that 57% (13/23) of patients demonstrated altered differentiation status at the time of vemurafenib progression (Fig. 2c). This observation was confirmed in an independent patient cohort where 52% (16/31) of BRAF inhibitor (BRAFi)-progressed patient biopsies showed a similar decrease in gene expression (Fig. 2d) [22]. In both clinical data sets, our murine-derived gene set also confirmed melanocyte differentiation changes with 43% and 58% of patients showing a decrease, similar to the 55% observed using a previously published murine signature [6] (Extended Data Fig. 4a–c). Interestingly, only five patients in our clinical dataset acquired a MAPK pathway mutation at vemurafenib progression (22%); these MAPK mutations were not mutually exclusive to that of decreased terminal melanocyte differentiation (Fig. 2c). In summary, the acquisition of the dedifferentiated cell state at the time of vemurafenib relapse is occurring at least as frequently as MAPK pathway mutations in *BRAF* mutant melanoma.

Fidelity between the resistance phenotype observed in the murine model and that of >50% of patient samples from our own unpublished, as well as an independent clinical cohort, provided rationale for studying such a prevalent clinical outcome and, moreover, for applying this particular model system to elucidate mechanistic features of this type of therapeutic resistance. In order to assess the chronology of changes in individual tumor compartments during treatment relapse, we employed scRNAseq on naive, V_12d_ and V_Pr_ tumors. Indeed, the transient nature of MAPK pathway suppression was confirmed; re-activation of MAPK signaling was observed in tumor cells, but also apparent in non-immune stromal cells (Fig. 3a). Further, single-cell transcriptomics confirmed broad qualitative changes in immune cell infiltrate; most notably, regressing tumors showed the highest infiltration by NK/T cells, with a relative decrease in monocytes/macrophages (Extended Data Fig. 5b). The significantly elevated expression of stromal cell-recruiting factors *Pdgfa* and *Tgfb1* in tumor cells, as well as a strikingly high non-immune stromal cell/tumor cell ratio in naive and V_Pr_ tumors as compared with the regressing tumor (55 and 21 vs. 5, respectively; Fig. 3b, Extended Data Fig. 5c), indicate dynamic changes within the stromal compartment during treatment relapse.

**Fig. 3:**
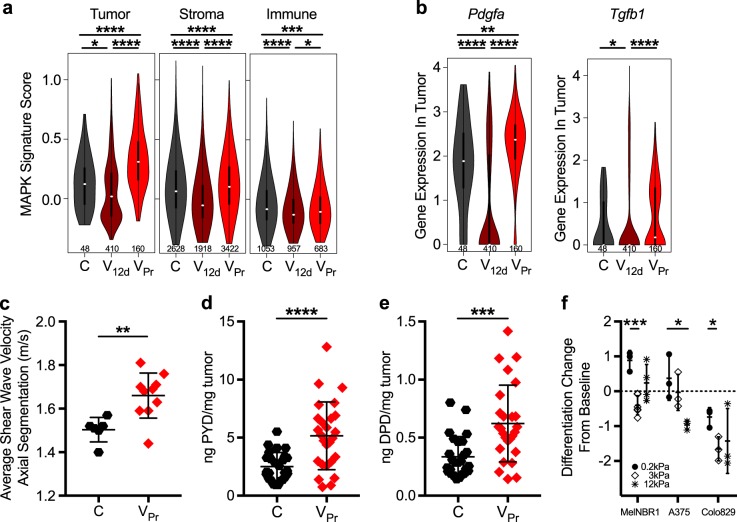
Vemurafenib-associated matrix remodeling impacts melanoma cell-state changes. **a** Single-cell RNA-seq violin plot showing expression of the MAPK gene signature in tumor, non-immune stromal, and immune cells. In all three cellular compartments, MAPK activity is significantly repressed in the V_12d_ tumor cells but re-activated in the V_Pr_ tumor cells. Number of cells per group is given below the violin plots. **b** Single-cell RNA-seq violin plots showing the expression of *Pdgfa* and *Tgfb1* in tumor cells split by treatment. Expression of stroma-recruiting factors is increased in untreated and progressing tumor cells as compared with regressing tumor cells. **c** Average shear wave velocity measurement plotted for C (*n* = 6) and V_Pr_ (*n* = 10) tumors, reflecting the stiffness of tumors. **d**, **e** Mass spectrometry of pyridinoline (PYD) and deoxypyridinoline (DPD) from C (*n* = 26) and V_Pr_ (*n* = 26) tumors. **f** Differential impact of stiffness on the melanoma differentiation signature in three *Braf*^*mut*^ cell lines. Differentiation change from baseline score was derived using the expression of the eight genes from Fig. 2a (*Ednrb*, *S100a1*, *Pmel*, *Lef1*, *Mlana*, *Tyrp1*, *Mc1r*, *Gpr143*). Human melanoma-derived cell lines, A375 and Colo829, and murine Braf^V600E^; PTEN melanoma-derived cell line, MelNBR1, were used. MelNBR1 expressed only three of the eight genes (*Pmel*, *Lef1*, *Mc1r*). *p < 0.05, ***p < 0.001, ****p < 0.0001 by Wilcoxon rank-sum test in **a**; data are plotted as the mean ± SD for **c**–**f**. *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.00005 by *t*-test in **c**–**f**. C: control vehicle treated samples; IB: initial biopsy; V_12d_: 12-day vemurafenib treated samples; V_Pr_: vemurafenib-progressed samples

Histological examination of matched patient biopsies showed that 50% (10/20) displayed increased thickness and abundance of haphazardly organized collagen fibers in the extracellular matrix (ECM), consistent with previous reports [15]. Paucicellular dense connective tissue surrounded blood vessels and separated neoplastic cells at the time of vemurafenib progression (Extended Data Fig. 6a). Moreover, paired transcriptomics revealed decreased melanogenesis-related gene expression in all patient tumors with concomitant evidence of ECM changes at vemurafenib relapse (Fig. 2c).

As tumor stiffness has been previously implicated in drug-resistant niche development [15, 44], we sought to further characterize the treatment-induced matrix changes in greater detail. Using ARFI imaging [5], we discovered a significant increase in tumor stiffness in vivo in V_Pr_ tumors (Fig. 3c). Furthermore, both mature pyridinoline and deoxypyridinoline collagen crosslinks were significantly increased in V_Pr_, as determined by mass spectrometry (Fig. 3d, e; Extended Data Fig. 6b, c). Indeed, non-immune stromal cells in the V_Pr_ tumor expressed significantly more *Tgfb1* and *Tgm2* (encoding a collagen crosslinking enzyme), and scored high for a fibroblast transforming growth factor-β response signature (PMID: 29443960), which included genes related to myofibroblast function (Extended Data Fig. 5c). Together, these data suggest an association between matrix remodeling and the differentiation status of the melanoma tumor cells in both the human and murine setting.

Having observed that matrix stiffness and collagen crosslinking are significantly greater in vemurafenib-progressing tumors in vivo, and that 88% of V_Pr_ tumors display decreased differentiation, we sought to directly interrogate this relationship by assessing whether matrix stiffness was sufficient to induce melanocyte gene expression changes. In response to increasing matrix rigidity, human and murine melanoma-derived cell lines exhibited significant decreases in melanocyte marker gene expression at stiffness levels ≥3 kPa (Fig. 3f, Extended Data Fig. 6d), indicating that alterations of ECM stiffness can directly impact melanocyte marker gene expression independently from inflammation and vemurafenib exposure. To understand whether these ex vivo matrix-induced cell-fate changes could impact therapeutic responsiveness, we subjected matrix-converted cells to BRAFi- and MEK inhibitor (MEKi)-targeted therapies, and observed significant protection imparted by increased matrix stiffness (Extended Data Fig. 6g, h). Together, this data indicates that matrix evolution can direct tumor cell-fate changes and negatively impact treatment susceptibility.

Next, we sought to test the functional consequences of the progressed tumor state—characterized by dedifferentiation, altered immune contexture, MAPK pathway re-activation, and increased stiffness—by assessing second-line MEKi treatment intervention responses. V_Pr_ tumor responses to second-line cobimetinib treatment were significantly impaired relative to vemurafenib-naive tumors (PFS 77–252 days, respectively), despite evidence of significant MAPK pathway suppression (Extended Data Fig. 7a, b) [45, 46]. This recapitulates differences observed in clinical responses to combination vemurafenib and cobimetinib treatment between V_Pr_ melanoma vs. treatment-naive (PFS 2.8 vs. 13.8 months) [47]. Notably, although vemurafenib (BRAFi) failed to provoke acquired genomic at relapse, exome sequencing of matched pretreatment and first-line MEKi progressors demonstrated acquired genetic alterations mostly in the form of CNA (Extended Data Fig. 7c). Thus, mechanisms of therapeutic resistance in this model are impacted by the distinct selective pressure, i.e., are both treatment-dependent and specific. Together, our findings show that prior lines of therapy can significantly impair treatment response relative to treatment-naive settings, both in a preclinical and clinical context, emphasizing the importance of considering known mechanisms of resistance in treatment decisions and sequencing.

Given that chronic vemurafenib treatment altered melanoma dependency and responsiveness to second-line intervention, we sought to more fully explore the pharmacodynamic impact of MEKi on vemurafenib-relapsed tumors. Acute MEKi treatment of V_Pr_ tumors resulted in significant immune contexture changes, including decreased myeloid-derived suppressor cell occupancy, increased CD8 infiltration, and major histocompatibility complex-I (MHC-I) expression (Extended Data Fig. 7d–f), features previously reported in response to MEKi in other tumor types and con [48, 49]. In addition, MEKi treatment lead to significant re-expression of melanocyte marker genes within tumors, which are also known tumor-associated antigens (Fig. 4a). Taken together, MEK inhibition of the relapsed tumors engenders pleiotropic effects on both tumor and immune cells that could potentially be leveraged using rationale combination therapy.

**Fig. 4:**
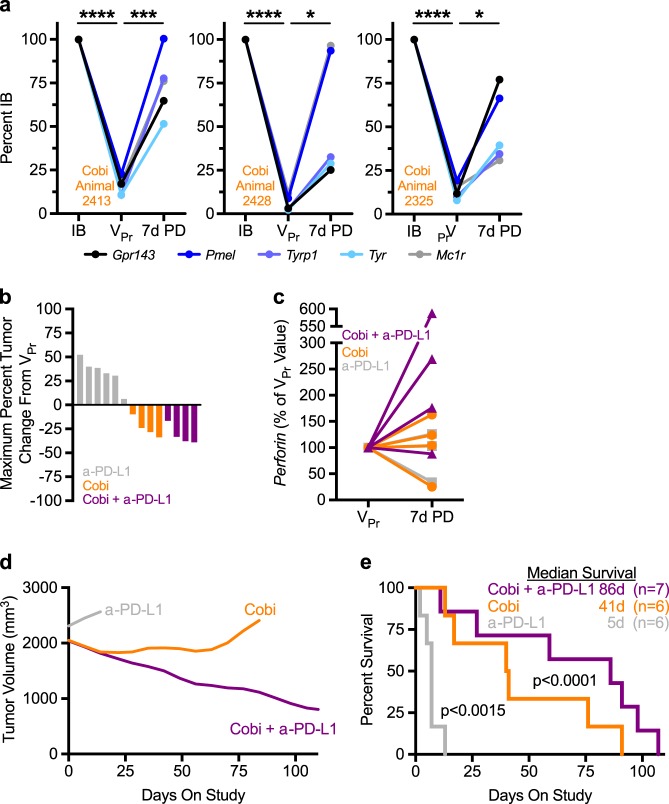
Second-line MAPK inhibition intervention reverts vemurafenib-progressed cell state and increases survival. **a** Matched melanoma differentiation marker gene expression from initial biopsy (IB), vemurafenib-progressed (V_Pr_), and day 7 post second-line crossover cobimetinib-treated (7d PD) tumors plotted as a percent of IB. **b** Maximum percent tumor volume change from V_Pr_ by treatment. **c** *Perforin* transcript plotted as a percent of V_Pr_ plotted for three different day 7 post second-line crossover treated (P (gray, *n* = 3), Co (orange, *n* = 4), and CP (purple, *n* = 4)) tumors. **d** Fourth-order smoothed tumor volume plot for second-line treatments (see Extended Data Figure 7a for raw data). **e** Kaplan–Meier plot of animals by treatment group with median survival. Notably, no animals were killed in the combination treatment group due to tumor regrowth. This was not the case for the single agent α-PD-L1 (100% of animals) and cobimetinib (50% of animals) groups. *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.00005 by *t*-test in **a**. *P*-values in **e** by log-rank (Mantel–Cox) test. 7d PD: vemurafenib-progressed samples that are treated for 7 days with various second-line treatments; Co: vemurafenib-progressed cobimetinib-treated samples; CP: vemurafenib-progressed cobimetinib- and α-PD-L1-treated samples; IB: initial biopsy; P: vemurafenib-progressed α-PD-L1-treated samples; V_Pr_: vemurafenib-progressed samples

To test the hypothesis that MEKi treatment engenders an immune contexture and cell state more conducive to immune checkpoint blockade therapy, V_Pr_ tumors were stratified to receive α-PD-L1, cobimetinib, or the combination treatment. Anti-PD-L1 had no effect on V_Pr_ tumor growth; however, both cobimetinib and combination treatment caused regression of all lesions (Fig. 4b). Response rates of the cobimetinib-containing treatment arms were comparable; however, only combination treatment displayed increased CD8 infiltration, significant *MHC-I* upregulation, as well as enhanced *Perforin* expression (Fig. 4c, Extended Data Fig. 7e, f). These data suggest that combination MEKi and α-PD-L1 checkpoint blockade results in a more robust immune activation. Indeed, combination treatment of V_Pr_ tumors generated a durable anti-tumor effect that was maintained in >85% of animals for more than 100 days, doubling overall survival in second-line treatment from 41 to 86 days, relative to MEKi alone (Fig. 4d, e, Extended Data Fig. 8a). Notably, no animals were killed in the combination treatment group due to tumor regrowth. Combination treatment resulted in sustained increases in *CD8*, *IFNγ*, and *Granzyme A*, and significantly increased *MHC-I* expression in all combination-treated samples (Extended Data Fig. 8b–e). Taken together, these results show that combination MEKi and α-PD-L1 checkpoint blockade cooperate to provide a durable anti-tumor response to the unique state created during vemurafenib monotherapy relapse.

Clinical data analyses have illustrated reduced efficacy of both targeted and immunotherapy following BRAFi treatment in melanoma, spotlighting the need for a more complete understanding of how prior lines of therapy can impact responsiveness. Importantly, as combinatorial therapeutic approaches targeting multiple tumor compartments are becoming more standard, not only the malignant cells but all the tumor compartments will need to be considered in rationale treatment design. Here we begin to unravel how therapy-induced adaptation in several tumor compartments can cooperate to mechanistically undermine follow-on treatment responses. Previous work illuminated the role of matrix stiffness in protecting melanoma cell lines from treatment-induced death [15]. More recently, the complex role of matrix-induced cell-fate changes was reported in vitro [50] and in vivo [27] using cell lines. Herein, we combine these concepts by utilizing an unbiased means of tracing multi-compartment evolution of paired biopsies in autochthonous tumors. We discover that our model converges on a distinct tumor cell state, characterized by dedifferentiated tumor cells, a stiffer stromal matrix, and a unique immune contexture. Our work demonstrates that treatment-induced matrix evolution can function to impart cell-fate changes that decrease sensitivity to targeted therapies and further, by reducing antigen presentation machinery and expression, impairs immune-mediated approaches. Moreover, we demonstrate that specific therapeutic interventions can revert many of these features (Extended Data Fig. 9a–d).

The critical importance of previous lines of treatment in determining response to follow-on regimens is traditionally not addressed preclinically and is a key, translatable, finding from our work. By demonstrating fidelity between the resistance phenotype observed in the model and that of greater than half of patient samples from two independent clinical cohorts, we provide the rationale for studying such a prevalent clinical outcome and, moreover, for applying this particular model system to elucidate mechanistic features of this type of therapeutic resistance. Hence, insights from our second-line treatment studies can be leveraged to rationalize cooperativity and durability of an immune-based combination strategy.

## Supplementary information

Supplementary Table 1

Supplemental figure legends

supplemental figure legends

Supplementary Data Set 1

# Supplementary material for: Therapeutic resistance and susceptibility is shaped by cooperative multi-compartment tumor adaptation
**Source:** Cell Death Differ. 2019 Mar 1;26(11):2416–29. doi: 10.1038/s41418-019-0310-0
**Supplement:** Supplementary file 1 — Supplementary Table 1

Mouse ID	Sex	Time Between Initial<br>Biopsy And Progressed<br>Biopsy	Non-Tumor<br>Control Tissue
2295	M	70 days	Muscle
2327	F	119 days	Muscle
2330	F	22 days	Muscle
2352	M	133 days	
2407	F	84 days	Muscle
2413	F	22 days	
2457	M	91 days	
2658	M	35 days	
2659	M	35 days	
2665	M	133 days	Muscle
2746	F	77 days	Muscle
2779	M	126 days	
2786	M	126 days	
2788	F	105 days	
2831	F	126 days	
2846	F	63 days	
2854	F	35 days

# Supplementary material for: Therapeutic resistance and susceptibility is shaped by cooperative multi-compartment tumor adaptation
**Source:** Cell Death Differ. 2019 Mar 1;26(11):2416–29. doi: 10.1038/s41418-019-0310-0
**Supplement:** Supplementary file 2 — Supplemental figure legends

**Extended Data Figures**

**Extended Data Figure 1 | *Mitf* expression, initial tumor volume, MAPK activation and genomic copy number changes in relation to vemurafenib-progression.** **a**, Normalized RNA-Seq RPKM initial biopsy values plotted against time to progression for the 17 matched biopsy animals. **b**, Normalized RNA-Seq *Mitf/Axl* RPKM ratios from initial biopsy values plotted against time to progression for the 17 matched biopsy animals. **c**, Initial tumor burden plotted against time to progression for 75 vemurafenib treated animals demonstrating no correlation between *Mitf*, *Mitf/Axl* ratio or initial tumor burden on time to progression. **d**, Quantification of immunohistochemistry staining for phospho-ERK positive cells / total cells, plotted as a percent change normalized to vehicle controls for V_12d_(n=4), Co_12d_(n=4) and V_Pr_(n=5) samples. **e**, Immunohistochemistry staining for tdTomato (red), phospho-ERK (green) and DAPI (blue) in 3 independent vemurafenib-progressed mouse melanoma samples showing phospho-ERK positive, tdTomato negative cells (green arrowheads); phospho-ERK negative, tdTomato positive cells (asterisks) and phospho-ERK positive, tdTomato positive cells (white arrows). **f**, In order to understand the baseline genomic landscape in this model, we performed exome sequencing on tumor biopsies and matched normal tissues (n=6 pairs, Extended Data Table 1). We found an average of 2.25 protein altering mutations (PAMs) per mouse, none of which were in cancer related genes and few copy number alterations (CNAs) (data not shown). This low level of PAMs is consistent with that observed for other MAPK pathway-initiated GEMMs. This figure shows the copy number alterations across all chromosomes for vemurafenib-progressors. **g**, Allelic fraction of Braf^V600E^ comparing the 17 matched IB and V_Pr_ samples. No significant changes were detected in any *Braf* exons in vemurafenib-progressed murine tumors, consistent with the lack of significant change in *Braf* expression (1.5 fold). **h**, Heat map of various RTKs thought to be involved in vemurafenib resistance for each of the 17 matched IB vs. V_Pr_ samples. Values are plotted as %IB value, black boxes indicate >2000% IB value. No statistically significant changes ≥ 2-fold were observed. Mouse IDs are listed above the heat map. IB, initial biopsy; V_Pr_, vemurafenib-progressed samples. Data are plotted as the mean ± SD for **d,g**. Scale bar represents 30µm in **e.** C, control vehicle treated samples; IB, initial biopsy; V_12d_, 12-day vemurafenib treated samples; Co_12d_, 12-day cobimetinib treated; V_Pr_, vemurafenib-progressed samples.

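*Braf*, the oncogene that vemurafenib inhibits, was slightly higher in V_Pr_ than in IB. It was at 46.8 ± 6.62 CPM in IB and 53.5 ± 6.34 in V_Pr_ (SD, n = 17 mice), higher in 14 of 17 mice. Its log2 fold change was 0.20 (standard error 0.05, adjusted p = 0.0112 from edgeR; exact paired permutation test, p = 0.000732), which is 1.15-fold, and no mouse had a 2-fold change. The call held as each mouse was left out in turn, and was lost in the 8 mice with keratinocyte transcripts in both libraries (adjusted p = 0.232 from edgeR). *Pten*, the tumor suppressor deleted in this model, had a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.640 from edgeR). Counts per gene join the mutant and the normal allele, so these values do not separate them.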

**Extended Data Figure 2 | Immune compartment characterization of vemurafenib progressors. a**, Gene Set Enrichment Analysis (GSEA) results showing normalized enrichment score for indicated gene signatures. **b**, FACS analysis of CD8+ cells in vemurafenib-progressors (n=7). **c**, FACS analysis of CD11b+Gr1+ cells, plotted as a percent of total CD45+ cells from C(n=2) and V_Pr_(n=7) samples. **d**, Percent change from initial biopsy normalized RNA-Seq RPKM values plotted for 17 matched biopsies for *PD-L1* and *PD-L2*. **e**, Immunohistochemical analysis of CD8+ cells / total cells in 12-day vemurafenib treated (n=4) samples. **f**, Immunohistochemical analysis of Gr1+ cells / total cells in 12-day vemurafenib treated (n=4) samples. **g**, Luminex analysis of TNFα expression from C(n=7), V_12d_(n=5) and V_Pr_(n=7) tumors. Data are plotted as the mean ± SD for **b-g**. *p<0.05 by t-test; **p<0.005 by t-test. C, control vehicle treated samples; IB, initial biopsy; V_12d_, 12-day vemurafenib treated samples; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 3 | Vemurafenib treatment causes decrease in various melanoma differentiation genes.** **a**, Heat map of normalized RNA-Seq RPKM values for matched pre-treatment and vemurafenib-progressed murine melanoma biopsies (n=17 pairs) using **a**, the 21 gene signature from (Köhler, C. *et al.*, 2017)^5^ and **b**, 8 gene signature from Figure 2a. **c**, Normalized RNA-Seq RPKM values plotted for matched pre-treatment and vemurafenib-progressed murine melanoma biopsies (n=17 pairs). Of note, transcriptional changes in *Mitf* were not prominent (1/17 up 2-fold), but when present, terminal melanocyte differentiation genes were concurrently altered, the two animals that had high *Mitf* levels are highlighted in red and blue. **d**, Differentiation change from baseline score of melanoma marker genes (*Pmel, Lef1, Mlana, Tyrp1, Mc1r, Gpr143*) in matched pre-treatment and 12-day vemurafenib treated biopsies (n=5 pairs) and **e**, in matched pre-treatment and vemurafenib-progressed biopsies (n=17 pairs). Dark blue bar indicates animal that had high *Mitf* expression (#2327). IB, initial biopsy; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 4 | Expression of melanoma differentiation genes in patient samples. a**, Differentiation change from baseline score of melanoma differentiation genes from Figure 2a (*EDNRB, PMEL, LEF1, MLANA, TYRP1*) in matched pre-treatment and vemurafenib-progressed biopsies from melanoma patient samples (n=23 pairs) and **b**, in matched pre-treatment and BRAFi-progressed biopsies from melanoma patient samples from (Hugo, W. *et al.*, 2015)^20^ (n=31 pairs). **c**, Differentiation change from baseline score of murine-derived melanoma differentiation signature (*BACE2, CITED1, DCT, EDNRB, GPNMB, GPR143, KIT, MC1R, MITF, MLANA, OCA2, PAX3, PMEL, RARB, SLC24A4, SLC24A5, SLC45A2, TRPM1, TYR, TYRP1,* *ZEB2*) from (Köhler, C. *et al.*, 2017)^5^ in matched pre-treatment and BRAFi-progressed biopsies from melanoma patients from (Hugo, W. *et al.*, 2015)^20^ (n=31 pairs). **d**, Normalized Nanostring CPM initial biopsy values for *MITF* plotted against time to progression for 20 patients. **e**, Normalized *MITF/AXL* Nanostring CPM ratios from initial biopsy values plotted against time to progression.

**Extended Data Figure 5 | Single cell RNA-Seq characterization. a**, Heatmap showing average expression (z-score transformed) of select marker genes (rows) across the different cell clusters (columns) in the single cell RNA sequencing data set. Yellow indicates high, pink low expression. **b**, Bar graph showing the fraction of immune cells being categorized as either monoctyes/macrophages (Mono/Macro), NK, T or NKT cells (NK/T cells), neutrophils or mast cells in control, V_12d_ and V_Pr_ tumors. **c**, Single cell RNA-Seq violin plots showing the expression in non-immune stromal cells of *Tgfb1*, *Col1a1*, the collagen cross-linking enzyme *Tgm2* and a fibroblast TGF response signature (F-TBRS) split by treatment. Number of cells per group is given below the violin plots. * p<0.05, ** p<0.01, **** p<0.0001 by Wilcoxon rank sum test in **c**. C, control vehicle treated samples; V_12d_, 12-day vemurafenib treated samples; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 6 | Vemurafenib-associated matrix remodeling impacts melanoma cell state changes.** **a**, Images showing both human and mouse untreated melanoma samples (upper) and vemurafenib-progressed samples (lower). **b**,**c** Mass spectrometry of pyridinoline (PYD) and deoxypyridinoline (DPD) normalized to total collagen from C (n=26) and V_Pr_ (n=26) tumors. **d**, Gene expression analyses of A375 cells 36 hours after plating in varying stiffness [0.2kPa (n=3), 3kPa (n=3), 12kPa (n=3)] of polyacrylamide/bis-acrylamide gels. Data is plotted as normalized to average 0.2kPa conditions. **e**, Differentiation change from baseline score of melanoma differentiation signature (*ENDRB, S100A1, PMEL, LEF1, MLANA, TYRP1, MC1R, GPR143*) of WM266-4 cells 36 hours after plating in varying stiffness [0.2kPa (n=3), 3kPa (n=3), 12kPa (n=3)] of polyacrylamide/bis-acrylamide gels. **f**, Gene expression analyses of WM266-4 cells 36 hours after plating in varying stiffness [0.2kPa (n=3), 3kPa (n=3), 12kPa (n=3)] of polyacrylamide/bis-acrylamide gels. Data is plotted as normalized to average 0.2kPa conditions. **g**,**h,** Colo829 cells 27.75 hours after plating in varying stiffness [0.2kPa (n=3), 3kPa (n=3)] of polyacrylamide/bis-acrylamide gels and incubated with CytoTox Red reagent to assess dead cells, plotted as counts per mm^2^ in **g**, and total counts in **h**. C, control vehicle treated samples; V_Pr_, vemurafenib-progressed samples. Data are plotted as the mean ± SD for **b,c,d**. Scale bar represents 100 µm in **a**. * p<0.05, ** p<0.005, *** p<0.0005, **** p<0.00005 by t-test. C, control vehicle treated tumors; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 7 | Cobimetinib treatment after vemurafenib progression reveals altered gene expression and genomic changes. a**, Progression free survival plot of cobimetinib treatment in previously untreated tumors (blue, n=14; Cobimetinib 1^st^ Line) and in vemurafenib-progressed tumors (orange, n=6; Cobimetinib 2^nd^ Line). Animals were classified as progressed when their tumor burden reached any growth above their initial biopsy value (cobimetinib 1^st^ line; blue) or crossover biopsy value (cobimetinib 2^nd^ line; orange). **b**, Sum of normalized 2^-dCt^ values of MAPK target genes plotted as percent of V_Pr_ for the 7-day 2^nd^ line cobimetinib treatment (n=4). **c**, Copy number alterations across all chromosomes for cobimetinib 1^st^ line progressors. **d**, Immunohistochemistry quantification of Gr1+ cells / total cells plotted for V_Pr_(n=8) and Co(n=4) tumors. **e**, Immunohistochemistry quantification of CD8+ cells / tissue area plotted for V_Pr_(n=2), P(n=6), Co(n=4) and CP(n=4) tumors. **f**, Fluidigm analysis of *H2-k* transcript plotted as a percent of V_Pr_ plotted for P(n=3), Co(n=4) and CP(n=4) tumors. Data are plotted as the mean ± SD for **d,e.** P values in **a** by log-rank (Mantel-Cox) test. *p<0.05 by t-test; **p<0.005 by t-test. 7d PD, vemurafenib-progressed samples that are treated for 7 days with various 2^nd^ line treatments; Co, vemurafenib-progressed cobimetinib treated samples; CP, vemurafenib-progressed cobimetinib and α-PD-L1 treated samples; IB, initial biopsy; P, vemurafenib-progressed α-PD-L1 treated samples; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 8 |** Combination treatment after vemurafenib progression shows differential effects compared to cobimetinib alone. **a**, Tumor volume growth plot expressed as a percentage of crossover volume for vemurafenib-progressed animals crossed over to 2^nd^ line treatment for α-PD-L1 (P, gray, n=6), cobimetinib (Co, orange, n=6) or cobimetinib + α-PD-L1 (CP, purple, n=7) animals. **b-e**, Expression of the indicated genes in terminal tumors from **a** plotted as percent *SP2* normalized 2^-dCt^ values for Co (n=3) and CP (n=4) samples. **p<0.005 by t-test. EOS, end of study tumors from vemurafenib-progressed 2^nd^ line treatments as listed; V_Pr_, vemurafenib-progressed samples.

**Extended Data Figure 9 | Therapy-induced stromal remodeling characterizes evolution of resistance in *Braf* mutant melanoma and impacts treatment responsiveness.** **a**, Therapeutic relapse via targeted BRAF inhibition (vemurafenib) was accompanied by tumor cell fate cell fate conversion, increased matrix stiffness and changes in the tumor immune contexture. Features that demonstrate fidelity with patient tumors. Despite the lack of evidence supporting a common genetic mechanism to explain the relapse, tumor cell phenotypes converged on a unified mechanism of reduced melanocyte cell fate, which was shown *ex vivo* to be mediated solely through matrix-mediated changes. **b**, Prior treatment with BRAFi significantly altered the response and durability to MEKi treatment (naïve vs 1^st^ line relapse setting). **c**, Further evaluation of MEKi treatment impact on the relapsed state demonstrated changes in tumor cell fate and immune contexture **d**, that could favorably combine with immune checkpoint inhibition *in vivo*. Notably, relapse with MEKi treatments both resulted in resistance accompanied by the acquisition of genetic alterations, indicating that distinct selective pressures mediated divergent paths to relapse.

# Supplementary material for: Therapeutic resistance and susceptibility is shaped by cooperative multi-compartment tumor adaptation
**Source:** Cell Death Differ. 2019 Mar 1;26(11):2416–29. doi: 10.1038/s41418-019-0310-0

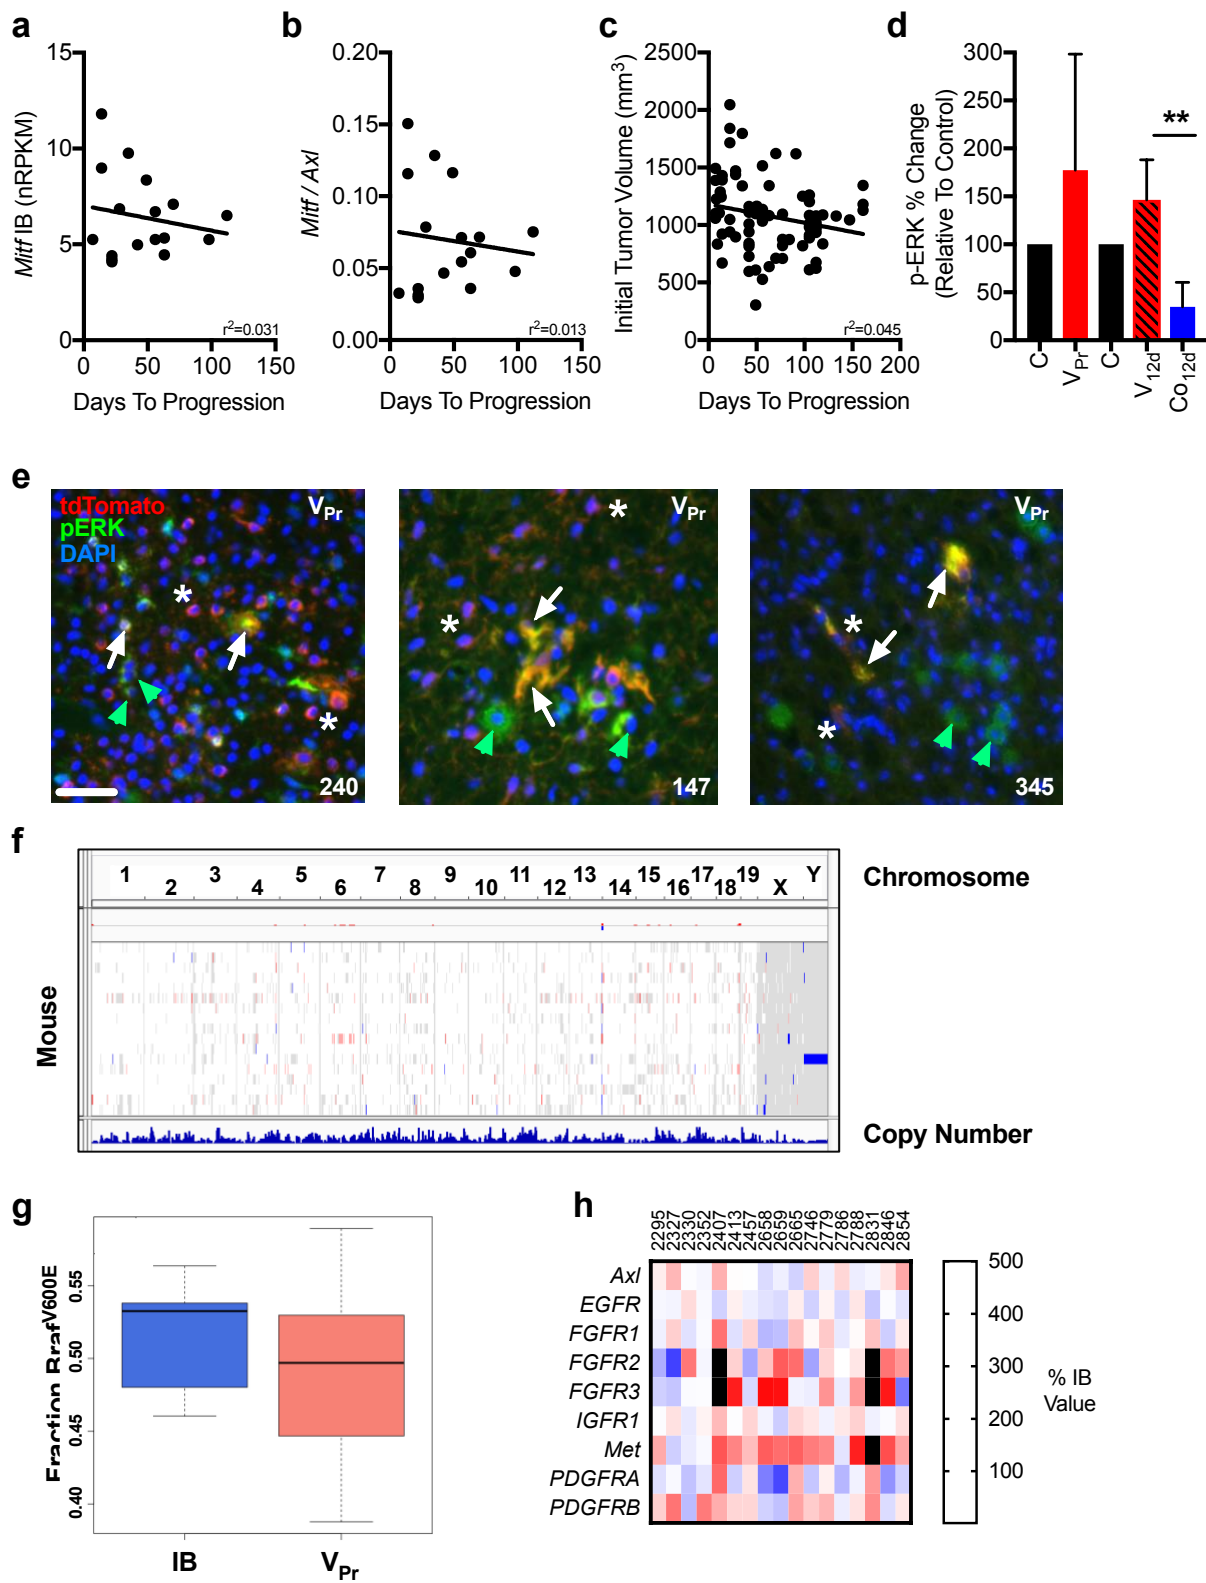

Extended Data Figure 1

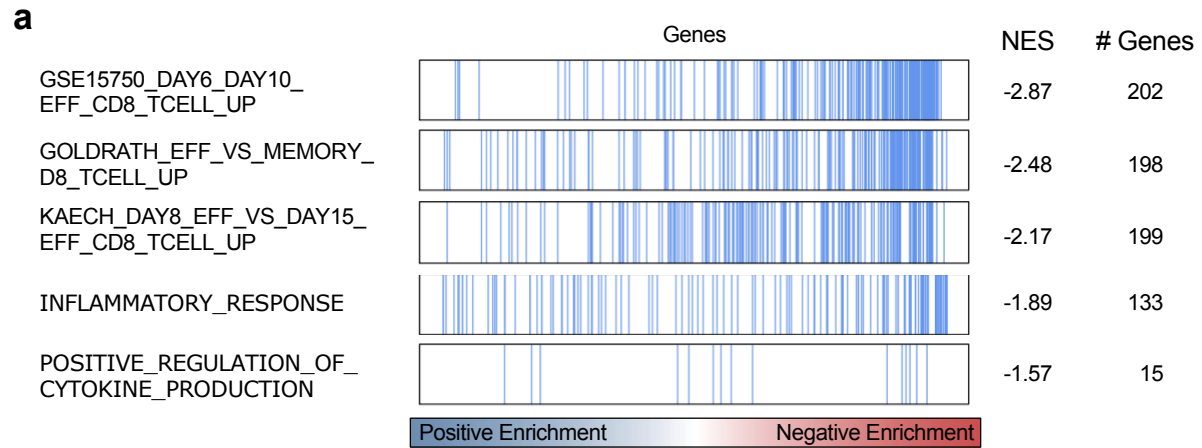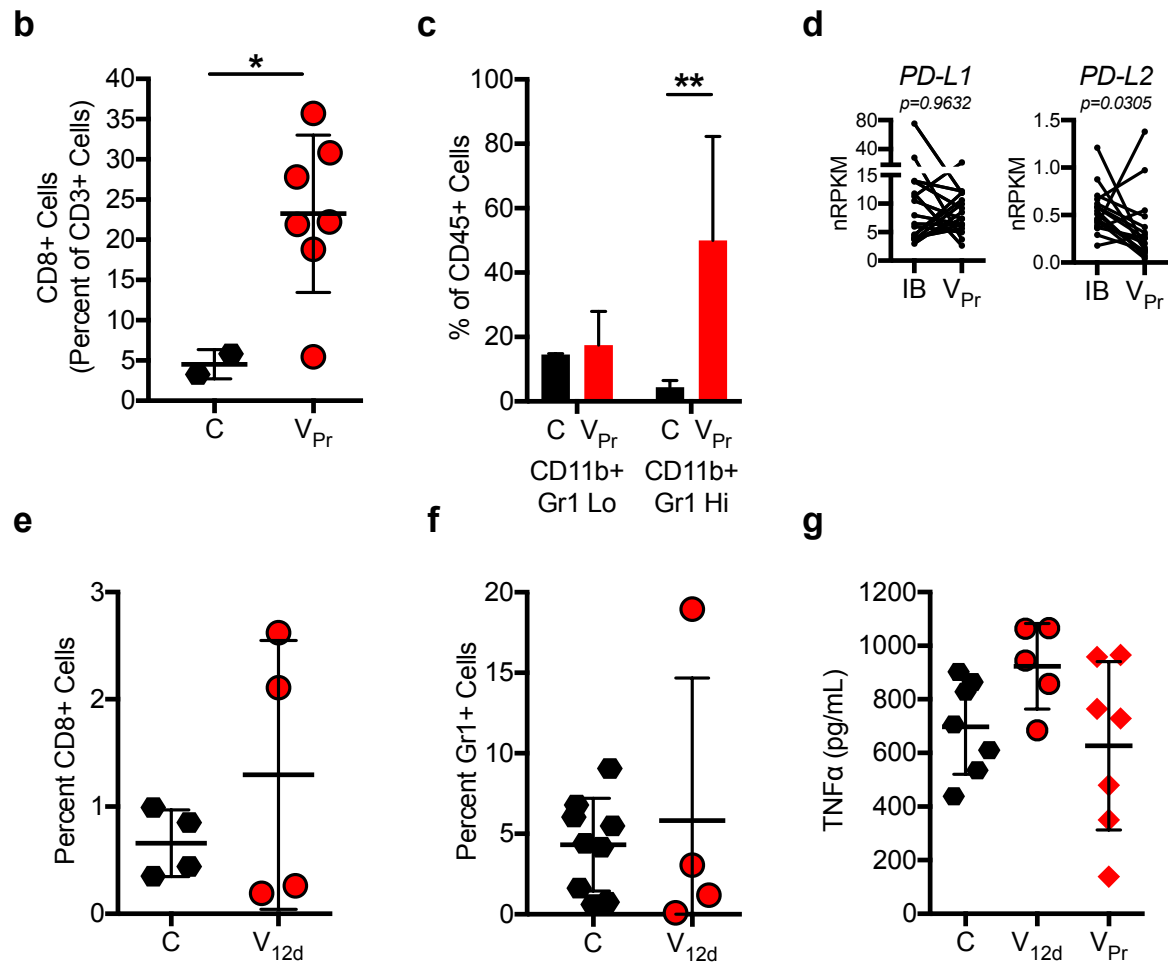

Extended Data Figure 2

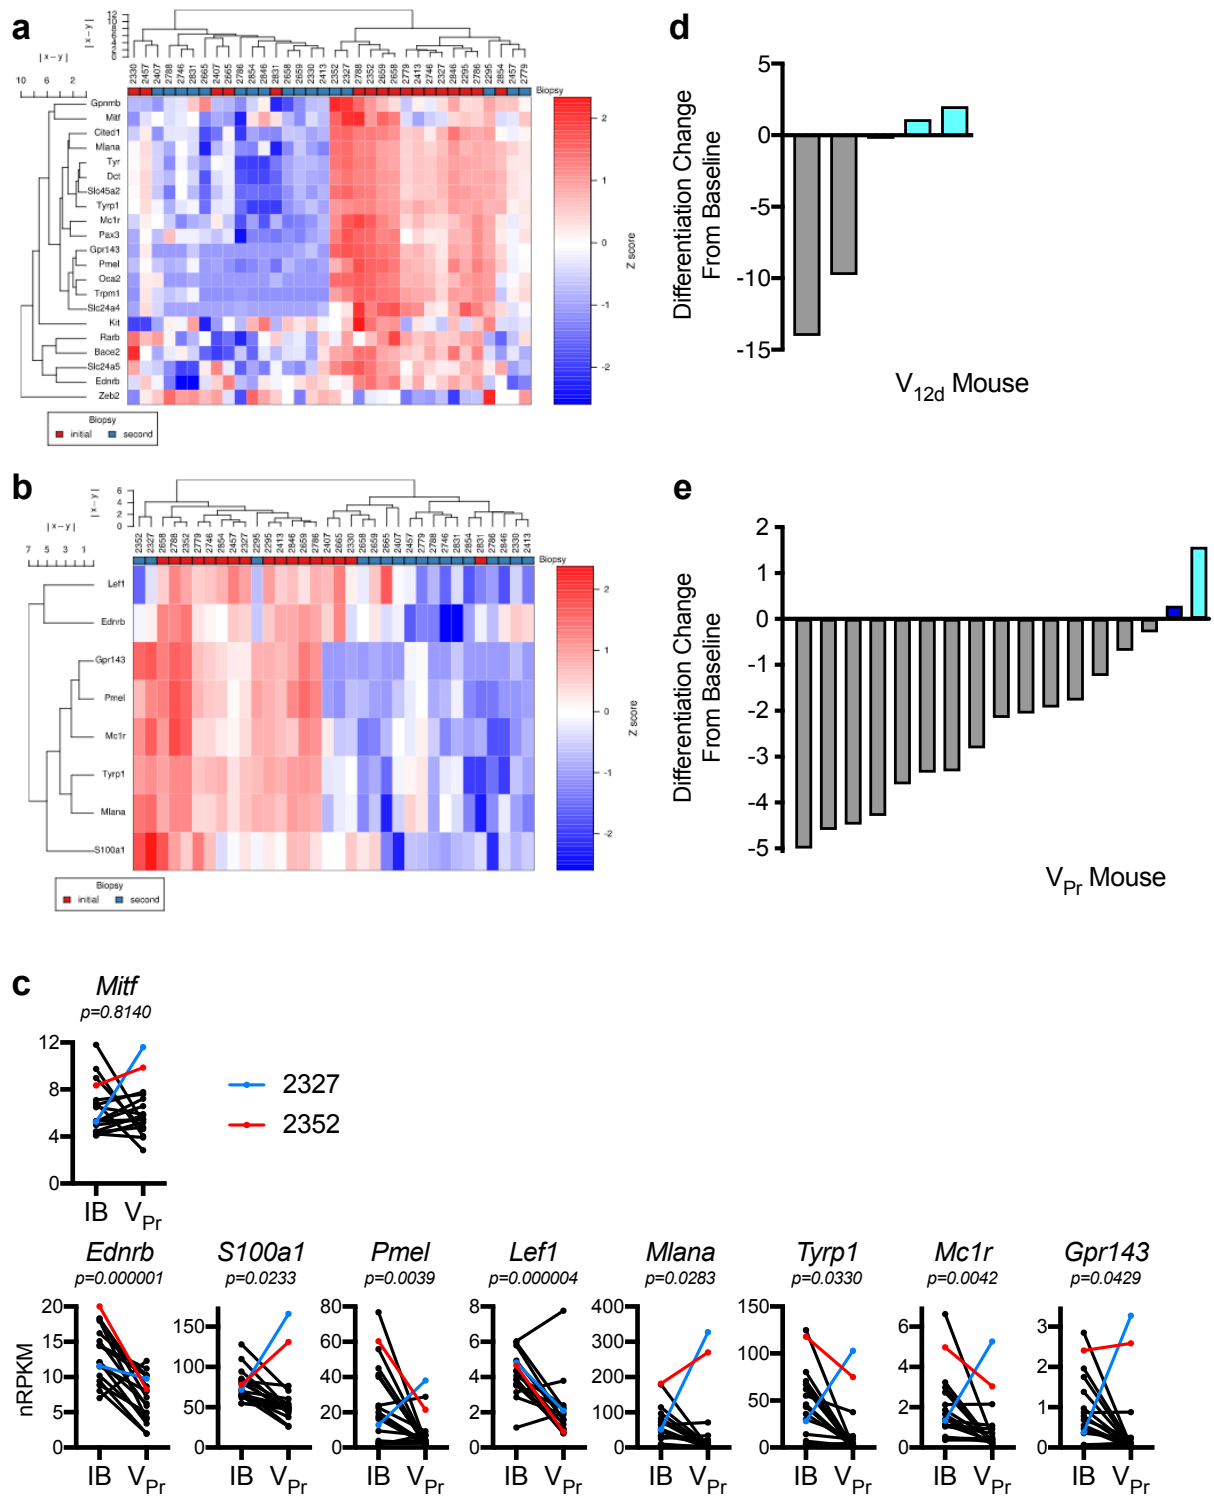

Extended Data Figure 3

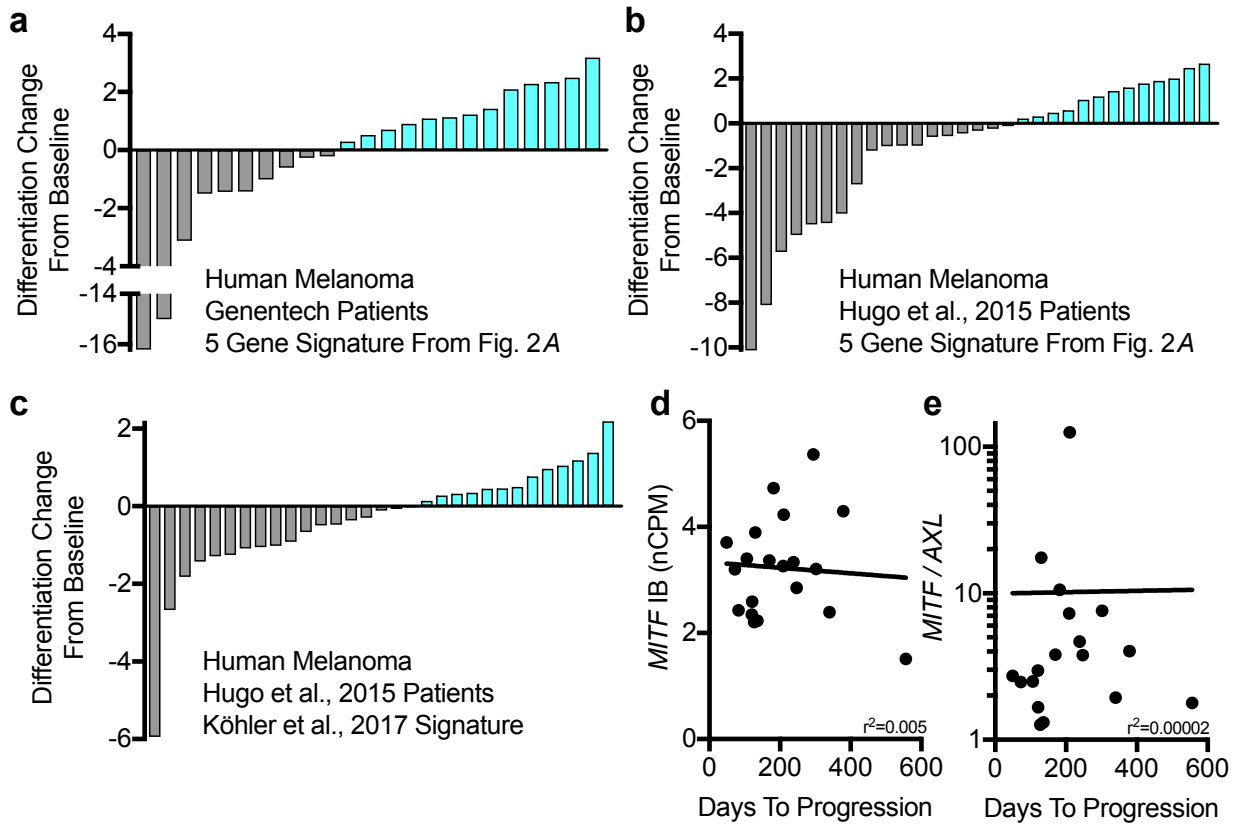

Extended Data Figure 4

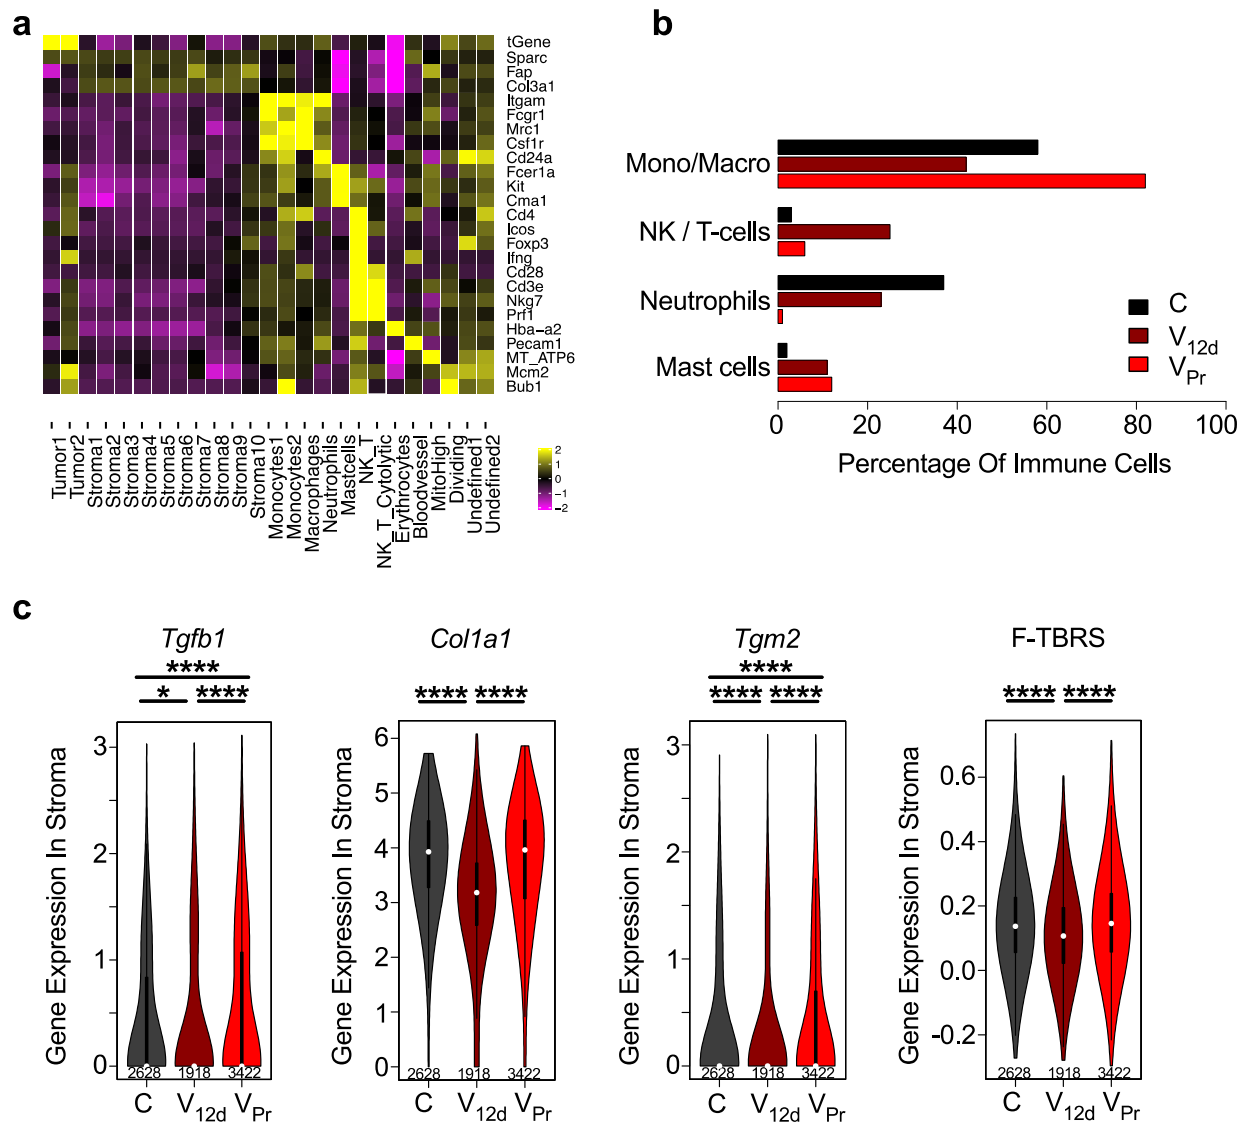

Extended Data Figure 5

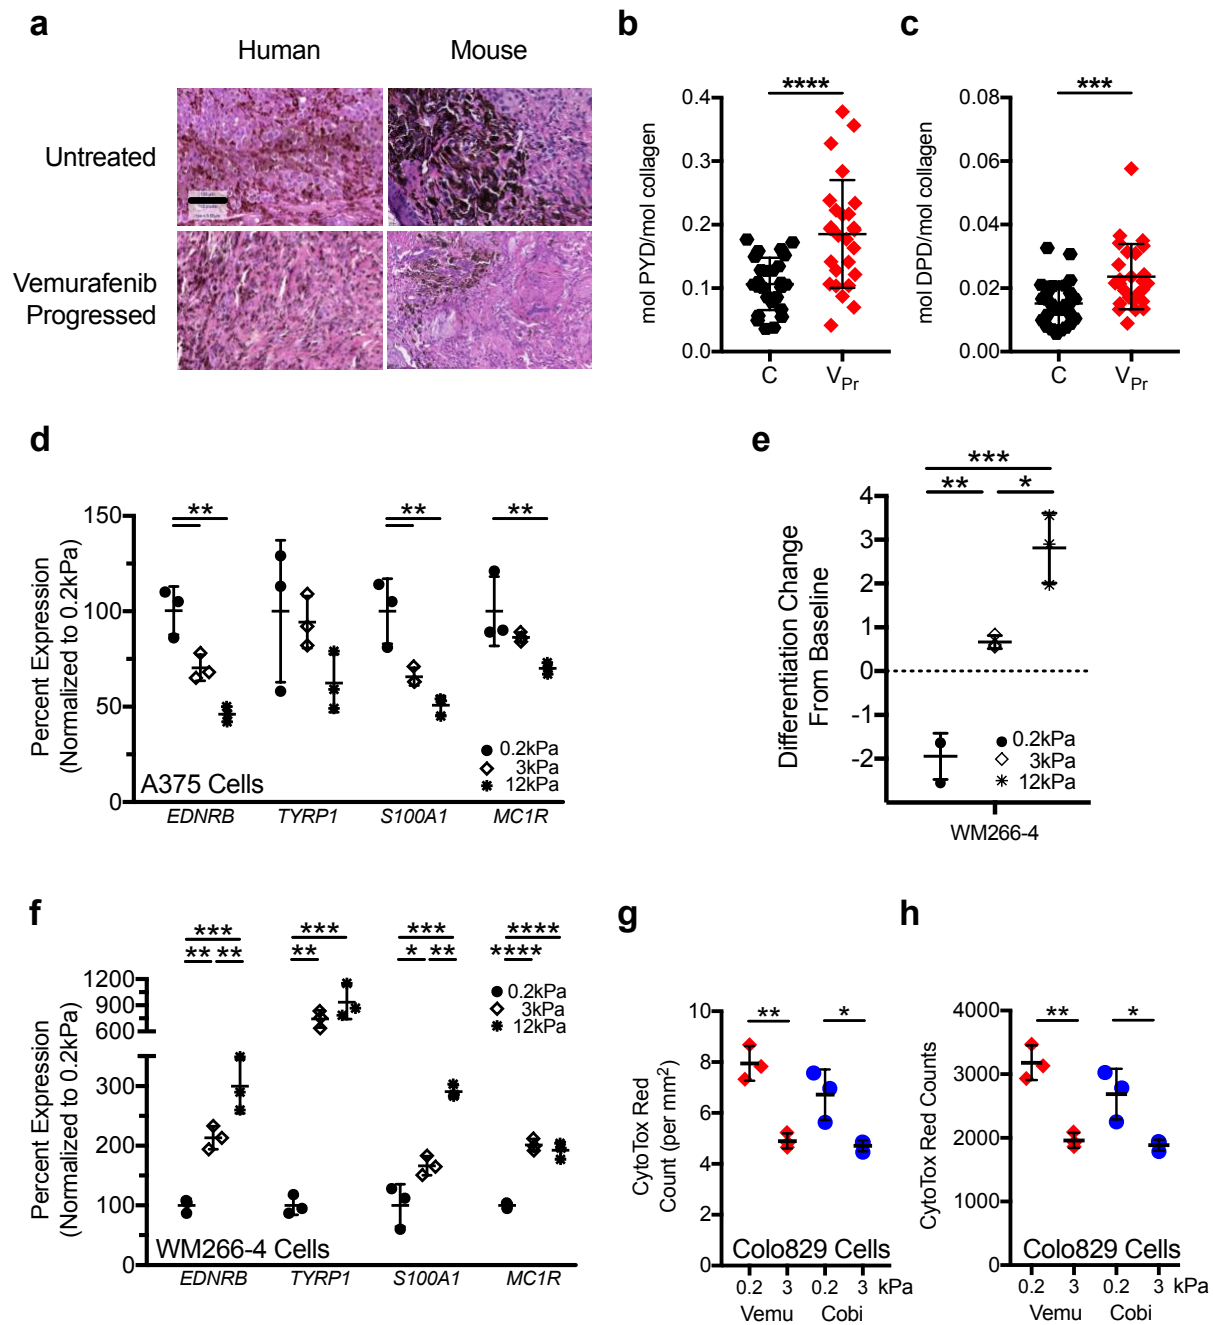

43

44 **Extended Data Figure 6**

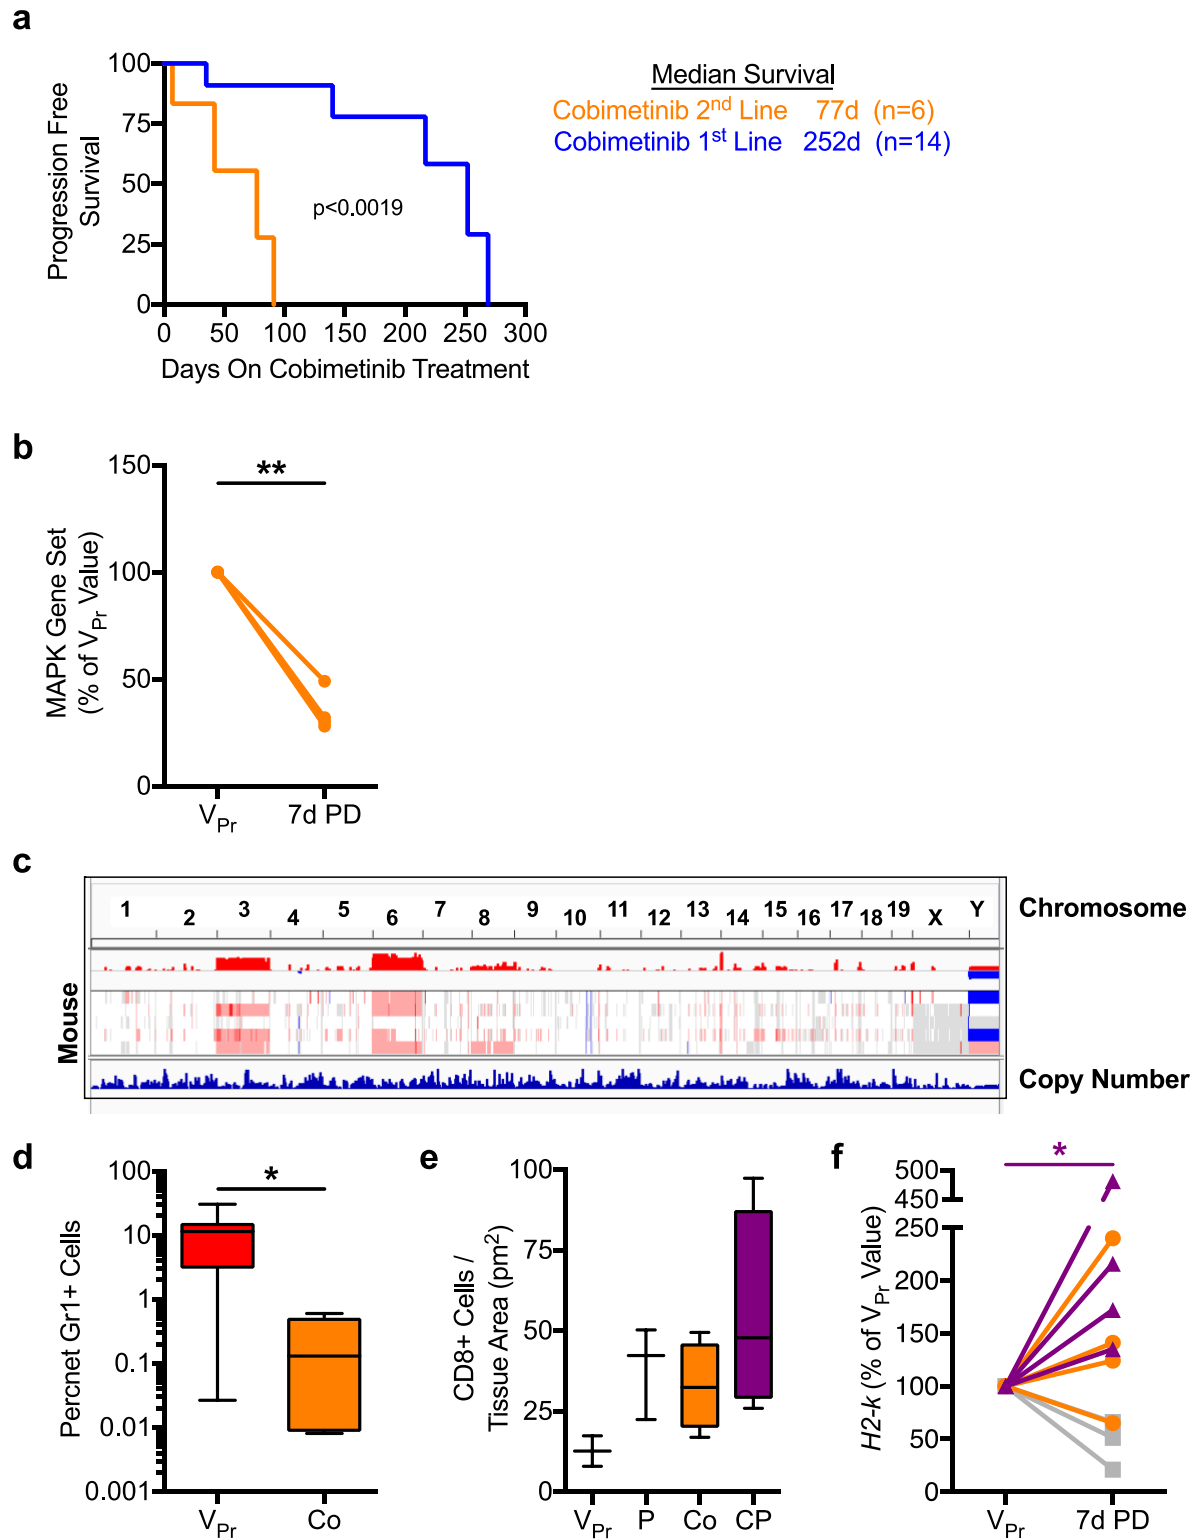

Extended Data Figure 7

a

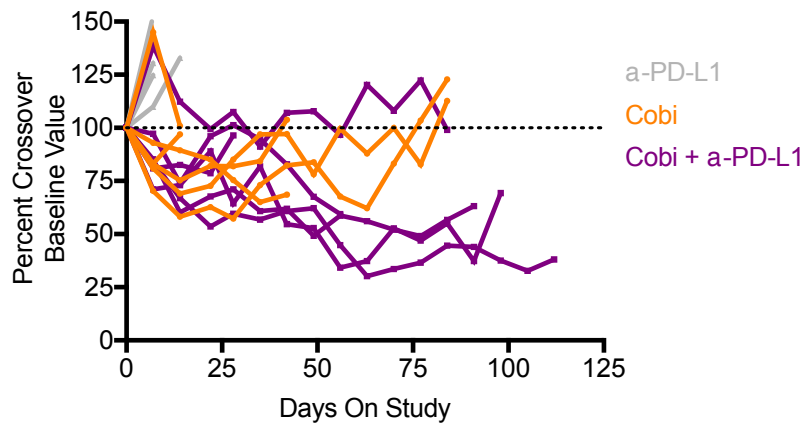

b

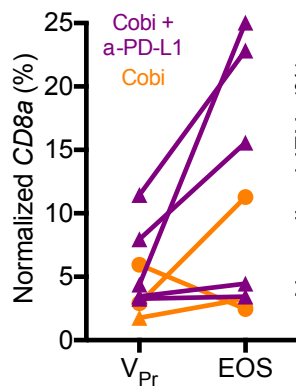

c

d

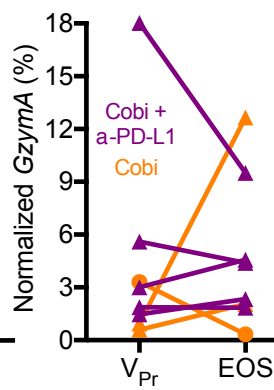

e

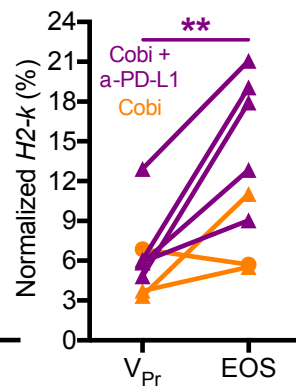

Extended Data Figure 8

**Supplement:** Supplementary file 3 — supplemental figure legends

How the deposited data were processed for this re-analysis (not part of the article)

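Bulk RNA-seq of a mouse melanoma model driven by *Braf* and *Pten* was reanalysed from the deposited table of reads per gene. It holds 34 libraries, an untreated initial biopsy (IB) and a biopsy at progression on 50 mg/kg vemurafenib (V_Pr_) from each of 17 C57BL/6J mice, 9 listed as female and 8 as male. The biopsies of a mouse lay 22 to 133 days apart (median 84 days). Reads were single-end, 50 bases long and unstranded. The values are counts: for each library, the authors filtered reads for quality and ribosomal RNA, aligned them with GSNAP (its version is not given) to the mouse build mm9, discarded multimapping reads, filtered PCR duplicates and counted reads per gene. The deposited values were checked to be whole numbers from 0 that had not been scaled. The table has 36528 genes, of which 31049 took a symbol from the RefSeq table of GRCm38.p6, and genes without a symbol held 2.02% of counts. Reads shared between paralogs were discarded with the multimapping reads, so levels of such genes are uncertain.

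Library totals ran from 15813999 to 39705247 counts (median 29826281). Mitochondrial genes held 0.981% of counts. The TMM scaling factors of edgeR ran from 0.903 to 1.05. No 2 libraries were identical, and the smallest chi-square per degree of freedom between 2 libraries was 17.0.

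Genes that passed edgeR's filter on low counts (minimum count 10) were tested in V_Pr_ against IB with edgeR's quasi-likelihood test, with the mouse as a block, and p was adjusted over all tested genes by the Benjamini-Hochberg method at 0.05. Single genes of the figures were also tested on counts scaled by library size (CPM) by an exact paired permutation test over all 131072 sign assignments, whose smallest p is 1.53e-05 with 17 mice and 0.00781 with 8. The signature scores follow the paper's formula on linear CPM. Gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 34 lists, 6 of them from the paper and 28 written from general knowledge. Genes of each list were also adjusted over that list alone. Differences in the change between sexes and with the days were tested as interactions in edgeR. Correlations had permutation p values from 100000 resamples. A pseudocount of 0.5 was added to CPM before logarithms.

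The tests, the lists and the alternatives were set before the data were examined, except those named here. The keratinocyte mean as a covariate, the 8 mice with keratinocyte transcripts in both libraries (list mean over 4 log2(CPM + 0.5)), the permutation of each list's mean, the variance of the markers on linear CPM, the sex test without 1 mouse and the tests of explanations were chosen after seeing the values. Alternatives tried were DESeq2's size factors, upper-quartile factors, DESeq2's Wald test, no filter, a stricter filter (1 CPM in 17 libraries), no block on the mouse, each mouse left out in turn, log2 values, a pseudocount of 2, a paired t-test, the gene set test fry, estimated inter-gene correlations and log2 of days. Random swaps of the biopsies within mice, 100 with the real arrangement, gave counts to set beside the real ones.

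Genes were named by a rule: those the paper names in the figures on these samples or measured in other assays, and the 12 largest rises and 12 largest falls among changed genes with a mean of at least 1 CPM and the same direction in at least 15 mice. Up to 4 genes of smallest p per list, up to 5 per interaction test, genes mutated in more than 1 mouse and sex-linked genes completed it. *Il6*, *Dcn* and *Sox10* fall outside that rule and were named after their values were seen.

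Both biopsies of a pair came from the same lesion, so the mouse pairs them by design. As a check, deviations from the group means were correlated between the biopsies of a mouse, with r of -0.756 to 0.752 (median 0.413, against a median of 0.0122 with the other mice). This r was over 0.1 in 10 of 17 mice. Only 2 IB libraries correlated best with the V_Pr_ library of their own mouse, so the check does not establish the pairing.

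The edgeR step was tested on simulated data with 18574 genes, where it recovered 82 of 100 genes changed 2-fold and 95 of 100 changed 4-fold, and called 5 unchanged genes. The gene set test called 0 of 30 unchanged simulated lists. The simulated genes varied independently, so this does not show how the test behaves on lists of correlated genes (its counts under random swaps of the real libraries are in the closing section). The paired permutation called 5% of 200 unchanged genes.

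Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The Fluidigm, proteomic, exome, cytometry, imaging and single-cell data of the paper were not analysed here.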

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

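All tests of explanations in this part, and the permutation of the list mean, were chosen after the result was seen. The results below are rises that the paper does not discuss for these libraries, set apart because they passed the test in V_Pr_ and lie outside what the paper analysed on them. Mast cells appear in the paper as a fraction of immune cells in its single-cell data (Extended Data Fig. 5b), which were not analysed here. Mast cell transcripts gave the strongest such pattern. All 7 mast cell genes were higher in V_Pr_, over all genes and over the list alone, with a median log2 fold change of 1.73 (adjusted p = 5.0e-13 from camera; adjusted p = 0.21 with an estimated correlation; adjusted p = 0.0042 from a permutation of the list mean), and the list mean rose in 16 of 17 mice. *Tpsb2*, a tryptase of mast cell granules, rose from 25.3 ± 14.3 CPM in IB to 82.1 ± 36.1 in V_Pr_ (SD, n = 17 mice; log2 fold change 1.70, standard error 0.23, adjusted p = 0.000577 from edgeR). *Cpa3*, the mast cell carboxypeptidase, rose from 22.5 ± 16.6 to 72.9 ± 36.7 CPM (SD, n = 17; log2 fold change 1.78, standard error 0.30, adjusted p = 0.00171), and *Mcpt4*, a chymase, from 21.5 ± 16.4 to 70.3 ± 39.1 CPM (SD, n = 17; log2 fold change 1.84, standard error 0.32, adjusted p = 0.00235). *Tpsab1*, another tryptase, had a log2 fold change of 2.11 (standard error 0.28, adjusted p = 0.00047). *Mrgprb2* and *Mrgprx2*, which encode receptors of the Mrgpr family, the former known from mast cells, were outside the list and rose as well (log2 fold changes 2.58 and 2.27, standard errors 0.29 and 0.29, adjusted p = 0.000247 and 0.000431).

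Several technical explanations of the mast cell rise are argued against by the tables. A lower share of melanoma cells would raise other cell types alike, but the highest median of 6 other cell type lists was 0.21. With the keratinocyte mean as covariate the median of the mast cell list was 1.71 and all 7 genes passed, which argues against a change in the amount of epidermis. Reads shared between protease paralogs are argued against by *Cpa3* and 2 chains of the IgE receptor, whose median was 1.67. A candidate explanation is a larger number of mast cells, or more transcript per cell, at progression; drug, time and healing of the first biopsy were not separated by the design and stay open.

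Other genes with large rises in V_Pr_ were *Cadm2* and *Nphs2*, whose levels or errors are given with the changed genes (log2 fold changes 2.79 and 2.31). *1700010K23Rik* had a log2 fold change of 2.76 (standard error 0.47, adjusted p = 0.00203 from edgeR). *Ecel1*, an endopeptidase of neurons, had one of 2.73 (standard error 0.47, adjusted p = 0.00202). The gene with the identifier GeneID102632321, which has no symbol, had one of 2.55 (standard error 0.38, adjusted p = 0.000934). *Inmt*, a methyltransferase, and *Cyp2f2*, a cytochrome P450, rose by 2.53 and 2.50 (standard errors 0.50 and 0.40, adjusted p = 0.00453 and 0.00128). *Gm34765* and *Aqp5*, a water channel, rose by 2.33 and 2.16 (standard errors 0.57 and 0.41, adjusted p = 0.0128 and 0.00353). *Ecel1*, *Inmt*, *Gm34765* and *Aqp5* rose in 15 of 17 mice and the other 8 of these 12 single genes in 16, and each passed in all 17 refits with a mouse left out.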

How the results depend on the processing

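The covariate, the 8 mice, the variance on linear CPM and the permutation of list means were chosen after seeing the data, the other settings beforehand. Where a result changed, the cause was not tested. Fewer mice give a weaker test, but how much of a change this explains was not measured. Depth limits low genes, since 3 counts are 0.0804 to 0.210 CPM in V_Pr_ libraries, and the filter left *Wnt2* untested by edgeR.

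The count of changed genes (2739) was 2762 with DESeq2's size factors, 2654 with upper-quartile factors (55.5% higher, against 48.6%), 2147 with no filter and 2567 with the stricter filter. DESeq2's Wald test called 4275 (627 at 2-fold, against 357), and 80 and 880 for sex and days. Log2 of days called 1. With the covariate, 4333 and 627 were called, and in the 8 mice 840 at 2-fold. Without the block, the paired design lost, 2896 were called (59.0% higher). Of the 2739, 2279 were called again in the same direction and 2 changed sign, whether called or not. Leaving out each mouse gave 1746 to 3428 genes, 239 to 435 at 2-fold and 10 to 16 of the 26 single genes (main 13). The score changes ran from -3.26 to -1.99 (21 genes), -2.29 to -1.58 (6 genes), -2.82 to -2.02 (8 genes) and -1.94 to -1.34 (MAPK), with 12 to 13, 13 to 14, 15 to 16 and 12 to 13 mice lower. Values near 0 changed sign: log2 fold changes of *Axl* (-0.036 to 0.049), *Cd274* (-0.11 to 0.15), *Fgfr3* (-0.34 to 0.12), *Gfra3* (-0.11 to 0.11), *Igf1r* (-0.058 to 0.027), *Mitf* (-0.12 to 0.016) and *Ttn* (-0.36 to 0.30), and CPM differences of *Axl* (-20.6 to 22.7), *Fgfr3* (-6.08 to 2.64), *Igf1r* (-4.01 to 1.28) and *Mitf* (-3.37 to 0.862).

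For genes named in the text, of 95 results 85 kept their call with DESeq2's Wald test (9 stronger), 93 with its size factors (1 weaker), 87 with the covariate (7 stronger) and 72 without the block (19 weaker, 2 stronger); of 120, 76 kept it in the 8 mice (28 weaker, 4 stronger). Of 26 permutation tests, 20 kept it on log2 values (1 weaker, 5 stronger) and all 26 with a t-test or DESeq2's size factors. The ratio of variances of the marker mean turned from 1.12 to 0.734 on linear CPM (p = 0.607).

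In the 8 mice, log2 fold changes turned to -0.065 (*Axl*), 0.30 (*Cd274*), -0.054 (*Fgfr1*), 0.17 (*Fgfr3*), 0.12 (*Gfra3*) and -0.29 (*Prg4*), and CPM differences to -16.3 (*Axl*), 4.05 (*Cd274*), -3.50 (*Fgfr1*), 4.93 (*Fgfr3*), 0.0187 (*Mitf*) and 4.76 (*Mlana*). The scores were -1.99 (21 genes, p = 0.273), -1.69 (6 genes, p = 0.141), -2.11 (8 genes, p = 0.102) and -1.33 (MAPK, p = 0.188), with 7, 7, 7 and 6 mice lower, and 6 single genes passed. List medians weakened for MAPK targets (-0.43, adjusted p = 0.065) and interferon (-0.26, 0.36), strengthened for fibroblasts (-0.54, 0.0054), immediate early genes (-0.56, 0.048), invasive state (-0.58, 0.0052), keratinocytes (0.52, 4.7e-05) and skeletal muscle (-1.33, 0.027), and turned for MHC class I (0.035), endothelium (-0.038), housekeeping (-0.085), macrophages (-0.055), the paper's receptor tyrosine kinases (-0.054) and red blood cells (-0.78).

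With the covariate, *Fgfr3* (0.019), keratinocytes (-0.27) and red blood cells (-0.14) turned. Without the block, *Gfra3* (0.10), *Ttn* (0.16), Schwann cells (0.064), T and NK cells (-0.046), adipocytes (0.44), fibroblasts (0.19), immediate early genes (0.26) and other receptor tyrosine kinases (0.0036) turned, and neutrophils weakened (-0.13, 0.13). *Igf1r* was 0.00059 with DESeq2 and 0.00046 with its size factors in edgeR, where Schwann cells were at 0.0049.

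With estimated correlations, 0 lists passed: MAPK targets (-0.45), crosslinking (-0.52), the 21 genes (-1.64), matrix (-0.43), inflammation (-1.52) and proliferation (-0.56) had an adjusted p of 0.42, melanocyte markers (-1.59) 0.28, mast cells (1.73) 0.21, and interferon (-0.48) and neutrophils (-1.08) 0.74. By fry, TGF-beta (-0.14, 0.036) and neural crest-like markers (0.58, 0.025) passed, and interferon (-0.48, 0.22) and neutrophils (-1.08, 0.23) did not. By list means, neural crest-like markers passed (0.58, 0.041), and interferon (-0.48, 0.25) and neutrophils (-1.08, 0.33) did not.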

Differences from the paper's values

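Values of the paper's figures were read by eye. The paper's p values come from paired t-tests on normalized RPKM, and those here from exact paired permutation tests on CPM, so they are compared by the side of 0.05 on which they lie. Of 17 genes in Fig. 2a, Fig. 2b and Extended Data Fig. 2d, 11 lie on the same side and 6 do not.

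For *S100a1* the paper's p is about 0.023 in Fig. 2a and the value here is 0.073. For *Mlana* it is about 0.028 in Fig. 2a against 0.47, for *Gpr143* about 0.043 in Fig. 2a against 0.13, and for *Pdcd1lg2* about 0.031 in Extended Data Fig. 2d against 0.10. Among the alternatives set before the data were examined, the permutation test on log2(CPM + 0.5) values falls on the paper's side for all 4 (p = 0.010, 0.012, 0.022 and 0.016). DESeq2's size factors do not (p = 0.081, 0.48, 0.14 and 0.11), nor does a paired t-test on linear CPM (p = 0.073, 0.45, 0.13 and 0.10). With each mouse left out in turn, the test on linear values also reaches the paper's side for *S100a1* without mouse 2327 or 2352 (p = 0.00342 and 0.0249), for *Mlana* and *Gpr143* without mouse 2327 (p = 0.0297 and 0.00308) and for *Pdcd1lg2* without mouse 2854 (p = 0.00574).

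For *Wnt3a* the paper's p is about 0.41 in Fig. 2b and the value here is 0.025. The permutation test on log2 values gives 0.21, on the paper's side, while DESeq2's size factors and the t-test give 0.025 and 0.032. Without mouse 2407, 2786 or 2831 it is 0.0502 to 0.0504. For *Sox2* the paper's p is about 0.07 in Fig. 2b and the value here is 0.029. Of the alternatives set before the data were examined, log2 values, DESeq2's size factors and the t-test do not reach the paper's side for *Sox2* (p = 0.048, 0.026 and 0.040). Leaving out mouse 2327, 2352, 2665, 2788 or 2831 does (p = 0.0500 to 0.0573), and so does the set of 8 mice with keratinocyte transcripts in both libraries (p = 0.117), which was chosen after seeing the values and drops 9 of 12 genes that the paper calls. For *Pax3*, which is on the paper's side here, log2 values give p = 0.036 against the paper's about 0.11 in Fig. 2b.

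The squared correlation of baseline *Mitf* with the days between biopsies is 0.00221 here, and the paper's is about 0.031 in Extended Data Fig. 1a. Neither alternative set before the data were examined closes this gap (0.0051 on log2 values, 0.0024 with DESeq2's size factors). For the ratio of *Mitf* to *Axl* it is about 0.013 in Extended Data Fig. 1b and 0.033 here, and 0.078 and 0.033 under the same alternatives, neither of which closes the gap. The days axis of both panels ends before the longest interval of Supplementary Table 1 (133 days), so whether the figure and the values here rest on the same days is open.

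The paper states 15 of 17 mice with a fall in the differentiation score. The value here is 14, and 15 on log2(CPM + 0.5) values.

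Statements of the paper differ from the values here as follows. The paper reports no significant change of *Braf* at relapse, and gives 1.5-fold. Here *Braf* had an adjusted p of 0.0112 from edgeR at 1.15-fold (exact paired permutation test, p = 0.000732). Neither fold is more than 1.5 times the other. The paper reports that no receptor tyrosine kinase gained expression significantly across the tumors. Here *Egfr* passed edgeR's test (adjusted p = 0.0383), with no mouse at the 2-fold limit of its legend. The paper states that treatment made mature melanocyte marker expression less heterogeneous, while the ratio of variances of the marker mean on log2(CPM + 0.5) was 1.12 here (exact paired permutation test, p = 0.838). On linear CPM, added after the values were seen, it was 0.734 (p = 0.607), in the paper's direction, so the difference depends on the scale. For *Pmel* it was 0.590 on log2 values and 0.212 on linear CPM. The paper's gene set analysis found lower T cell activation sets in V_Pr_, while the median of 23 T and NK cell genes was 0.14 here. Those gene sets differ from the list used here. By cytometry the paper found more CD8+, CD8+ PD1+ and CD11b+ Gr1-high cells in V_Pr_. Here *Cd8a* did not pass, *Pdcd1* fell (log2 fold change -1.17) and neutrophil genes had a median of -1.08. Shares of sorted cells and transcripts of whole biopsies are unlike measures. The paper found no recurrent mutation with expression that its RNA-seq verified. Here 9 of 13 genes listed in at least 2 mice had a median of 1 CPM or more, which says nothing about the mutant allele.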

Other observations

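In this part, the tests of explanations other than chance, the permutation of list means, the keratinocyte and hair follicle covariates, the set of 8 mice with keratinocyte transcripts in both libraries and the sex test without mouse 2831 were chosen after the result was seen.

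Genes of the extracellular matrix and of collagen crosslinking fell at progression in this bulk RNA. The paper reports changes in the other direction, from other samples and assays. It found more collagen crosslinks by mass spectrometry, stiffer tumors, and higher *Tgfb1* and *Tgm2* in single stromal cells of V_Pr_ tumors. Transcripts of whole biopsies are not a direct test of these. Of 13 crosslinking genes, 6 were lower in V_Pr_, none was higher and 7 did not pass (10 lower over the list alone), with a median log2 fold change of -0.52 (adjusted p = 9.2e-07 from camera; adjusted p = 0.42 with an estimated correlation), and the list mean was lower in 12 of 17 mice. *Plod2*, an enzyme that prepares collagen for crosslinks, fell from 93.5 ± 37.0 CPM in IB to 44.4 ± 23.0 in V_Pr_ in all 17 mice (SD, n = 17 mice; log2 fold change -1.13, standard error 0.16, adjusted p = 0.000654 from edgeR), as did *Plod1* (log2 fold change -0.71, standard error 0.12, adjusted p = 0.00173). *Tgm2*, a transglutaminase that the paper follows in single cells, fell from 256 ± 178 to 143 ± 67.7 CPM in 15 mice (SD, n = 17; log2 fold change -0.82, standard error 0.17, adjusted p = 0.00567). *Loxl2*, a lysyl oxidase, had a log2 fold change of -0.92 (standard error 0.26, adjusted p = 0.0265) and passed in 10 of 17 refits with a mouse left out. Of 20 matrix genes, 8 fell, 1 rose and 11 did not pass (11 fell and 1 rose over the list alone), with a median of -0.43 (adjusted p = 3.6e-05 from camera; adjusted p = 0.42 with an estimated correlation), and the list mean was lower in 13 of 17 mice. Fibronectin, *Fn1*, fell from 2377 ± 919 to 1070 ± 578 CPM in 16 mice (SD, n = 17; log2 fold change -1.27, standard error 0.20, adjusted p = 0.00128 from edgeR). Decorin, *Dcn*, was the gene that rose (log2 fold change 0.61, standard error 0.18, adjusted p = 0.0290), in 9 of 17 refits with a mouse left out.

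Of 12 genes of the TGF-beta pathway, which drives matrix deposition, 3 fell, none rose and 9 did not pass (3 fell and 1 rose over the list alone; median -0.14, adjusted p = 0.25 from camera). They were *Tgfb1*, from 123 ± 22.1 to 92.3 ± 24.6 CPM in 15 mice (SD, n = 17; log2 fold change -0.44, standard error 0.10, adjusted p = 0.00891 from edgeR), *Tgfb2* (log2 fold change -0.45, standard error 0.12, adjusted p = 0.0174) and *Tgfbi* (log2 fold change -0.37, standard error 0.11, adjusted p = 0.0395; 7 of 17 refits). *Pdgfa*, a growth factor of fibroblasts, did not pass (log2 fold change -0.33, standard error 0.18, adjusted p = 0.222). Of 13 fibroblast and myofibroblast genes, 3 fell, none rose and 10 did not pass (4 fell over the list alone; median -0.15, adjusted p = 0.20 from camera), among them *Acta2*, smooth muscle actin (log2 fold change -0.83, standard error 0.23, adjusted p = 0.0229).

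Part of the proliferation and MAPK target genes were also lower. Of 18 proliferation genes, 8 fell, none rose and 10 did not pass (14 fell over the list alone), with a median of -0.56 (adjusted p = 5.5e-08 from camera; adjusted p = 0.42 with an estimated correlation) and a lower list mean in 14 of 17 mice. *Cdk1*, a kinase of mitosis, fell from 20.7 ± 4.60 to 14.1 ± 8.52 CPM in 14 mice (SD, n = 17; log2 fold change -0.73, standard error 0.16, adjusted p = 0.00884 from edgeR), and *Plk1*, another, also in 14 mice (log2 fold change -0.83, standard error 0.21, adjusted p = 0.0147). Of the paper's 9 MAPK target genes, 2 fell, none rose and 7 did not pass (3 fell over the list alone; median -0.45, adjusted p = 0.0014 from camera; adjusted p = 0.42 with an estimated correlation), and the list mean was lower in 13 of 17 mice. *Phlda1*, a MAPK target, fell from 107 ± 30.5 to 57.3 ± 33.9 CPM in 15 mice (SD, n = 17; log2 fold change -1.05, standard error 0.20, adjusted p = 0.00368), and *Dusp6*, a phosphatase of ERK, from 191 ± 23.9 to 147 ± 48.8 CPM in 13 mice (SD, n = 17; log2 fold change -0.44, standard error 0.11, adjusted p = 0.0151). The score over the 9 genes changed by -1.57 ± 2.43 (SD, n = 17; exact paired permutation test, p = 0.0189). Both calls were lost in the 8 mice (score change -1.33, exact permutation test, p = 0.188; list median -0.43, adjusted p = 0.065 from camera). The V_Pr_ biopsies were taken on drug. The paper measured the same 9 genes by Fluidigm in a larger set of samples. There, MAPK signaling was no longer significantly reduced at progression. It also reports raised phospho-ERK in tumor and stromal cells at relapse, and the MAPK signature re-activated in single cells of V_Pr_ tumors. Assays and samples differ, so the score here is not a direct comparison with these results.

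Camera called none of the following lists over the 17 mice. Of 16 genes of the invasive melanoma state, 1 rose (*Egfr*), 1 fell (*Loxl2*) and 14 did not pass (2 rose and 1 fell over the list alone; median -0.24, adjusted p = 0.30 from camera). Of 11 hypoxia genes, *Car9* fell (log2 fold change -0.69, standard error 0.17, adjusted p = 0.0136 from edgeR) and 10 did not pass (1 rose and 5 fell over the list alone; median -0.30, adjusted p = 0.20 from camera). Of 8 housekeeping genes, *Actb* fell (log2 fold change -0.37, standard error 0.10, adjusted p = 0.0262; 11 of 17 refits) and 7 did not pass, also over the list alone, and their median was 0.00 and their mean -0.09 (adjusted p = 0.59 from camera). No gene passed in the lists of endothelial cells (11 genes, median 0.12), adipocytes (4, -0.10), skeletal muscle (9, -0.21), Schwann cells (10, median -0.00, mean 0.08), red blood cells (7, 0.08) and immediate early genes (8, -0.27), with adjusted p of 0.28, 0.95, 0.70, 0.61, 0.77 and 0.33 from camera. Camera called 3 of them lower in the 8 mice, the invasive state (median -0.58, adjusted p = 0.0052), immediate early genes (-0.56, adjusted p = 0.048) and skeletal muscle (-1.33, adjusted p = 0.027). The paper's 2 checkpoint ligands had a median of -0.52 (adjusted p = 0.37 from camera). Some lists share genes, most of all the 8 melanocyte markers and the 21 genes, with 6 in common.

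Chance can be excluded for the count of changed genes. The real arrangement gave 2739 genes and the highest of the other 99 swaps of biopsies within mice 61, and at 2-fold 357 against 10, and 1 of 100 arrangements, the real one, gave as many in each case. For the number of lists that pass camera chance cannot be excluded, since 10 lists passed and 80 of 100 arrangements gave as many, with a median of 12 and up to 22 in the other 99. That the test had called 0 of 30 unchanged lists on simulated data does not speak against this, because the simulated genes varied independently of each other. The 10 lists that passed camera were 1 higher and 9 lower, and 0 passed with estimated correlations. With fry 10 lists passed as well, but not the same ones. Interferon response and neutrophils were lost there, and TGF-beta and neural crest-like markers were gained. A permutation of each list's mean, adjusted over 34 lists, called 9 lists: mast cells (adjusted p = 0.0042), crosslinking (0.022), melanocyte markers (0.022), matrix (0.028), the 21 genes (0.031), proliferation (0.031), MAPK targets (0.031), inflammatory mediators (0.041) and, higher, neural crest-like markers (0.041).

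With the keratinocyte mean as covariate, the median log2 fold change of the 8 melanocyte markers was -1.49 (quartiles -1.76 to -1.22). With the hair follicle mean it was -1.24 (quartiles -1.48 to -1.12), and 3 of the 8 passed, against 4 with neither. These covariates could shift the estimate little, because the 2 means changed by -0.23 and -0.48 on average (SD 5.06 and 1.53, n = 17 mice). The marker mean fell in 15 of 17 mice, the keratinocyte mean in 6 and the hair follicle mean in 9. This argues against less epidermis or hair follicle as the whole cause. Over 21 lineage genes outside the markers, 7 of them picked after the fall was seen, a lower share of melanoma cells and lower expression per cell cannot be told apart. The 21 spread from -1.95 to -0.05 between quartiles around a median of -0.46, and ran from -3.30 for *Dct* to 0.38 for *Zeb2*. The 7 alone did not fall (median -0.05, range -0.17 to 0.29). Because they were picked after the fall was seen, and *Mitf* among them is itself in the differentiation signature, they cannot decide on a lower share. The others of the 21 belong to that signature, so their fall does not separate the 2 explanations. *Sox10*, also expressed in nerve, was at 460 ± 68.2 CPM in IB and 432 ± 134 in V_Pr_ (SD, n = 17 mice; log2 fold change -0.15, standard error 0.14, adjusted p = 0.489 from edgeR). A loss of differentiation within the melanoma cells is a candidate explanation. A lower share of them, drug, elapsed time and a changed mix of melanoma cells stay open.

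The fall of crosslinking and matrix genes had a median of -0.47 over 33 genes (quartiles -0.71 to -0.23). With the keratinocyte mean as covariate it was -0.49 and 20 of 33 passed, against 15, which argues against a change in the amount of epidermis. Fewer fibroblasts and lower output per cell cannot be told apart, because the fibroblast genes spread from -0.65 to 0.19 between quartiles around a median of -0.15. Their median in the 8 mice was -0.54 (adjusted p = 0.0054 from camera), as fewer fibroblasts would give, and without the block on the mouse it was 0.19. Healing of the first biopsy stays open too.

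Across mice, the change of the 8 markers was set beside that of the 33 other lists (n = 17 mice, adjusted over 33). Among the relations that passed, it went with the change of MAPK targets (r = 0.68, adjusted p = 0.0226; rho = 0.70, adjusted p = 0.0195; r = 0.64 without the 2 farthest mice) and with that of neural crest-like markers (r = 0.68, adjusted p = 0.0226; rho = 0.70, adjusted p = 0.0195; r = 0.58), and against that of matrix (r = -0.69, adjusted p = 0.023; rho = -0.64, adjusted p = 0.031; r = -0.52) and fibroblasts (r = -0.63, adjusted p = 0.023; rho = -0.61, adjusted p = 0.040; r = -0.69). For mast cells no relation was detected (r = -0.29, adjusted p = 0.371; rho = -0.34, adjusted p = 0.283; r = -0.22). Crosslinking, neutrophils, endothelium and skeletal muscle also went against it (r of -0.65 to -0.61) and other receptor tyrosine kinases with it (r = 0.67), with an adjusted p of at most 0.026 for r and 0.043 for rho. The paper's receptor tyrosine kinases gave r = 0.59 (adjusted p = 0.030; rho = 0.60, adjusted p = 0.042), but r was 0.38 without the 2 farthest mice, and the adjusted p of rho was 0.058 with DESeq2's size factors. B cells and other checkpoints (r = -0.63 and -0.57, adjusted p = 0.023 and 0.040; adjusted p = 0.058 for both rho), keratinocytes (r = 0.58, adjusted p = 0.040; rho = 0.53, adjusted p = 0.060) and hair follicle (r = 0.55, adjusted p = 0.047; rho = 0.53, adjusted p = 0.060; r = 0.29 without the 2 farthest mice) passed by r alone. The keratinocyte changes form separate groups of mice, and in the 10 mice where they stayed within 3 log2 units r was 0.14 (permutation test, p = 0.69) and rho 0.20 (p = 0.58). These relations were not adjusted for epidermal content or for the share of melanoma cells, so the part of each in them stays open. A change in that share would also set fibroblasts, endothelium and skeletal muscle against the markers, although mast cells showed no such relation.

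No gene's change differed between the sexes by edgeR's interaction test at an adjusted p under 0.05 (0 of 18574, with 2135 at an unadjusted p under 0.05 and a lowest adjusted p of 0.378), while DESeq2 called 80. Other assignments of sex (at most 2 genes) cannot test a count of 0, and chance cannot be excluded for the unadjusted count, since 7 of 100 assignments gave as many. For the days between biopsies edgeR called 0 (3377 unadjusted, lowest adjusted p of 0.0643), DESeq2 880, and log2 of days in edgeR 1, *P2rx1*, an ATP-gated channel (adjusted p = 0.0183), whose change was -0.56 per 30 days with days unscaled (adjusted p = 0.0643). Mouse 2831, listed as female, had 0.0750 and 0.187 CPM of *Xist* in IB and V_Pr_, against 253 to 878 in the other 8 females and at most 1.04 in males. Its sum of 4 Y-linked genes was 0.0375 and 0 CPM, against 141 to 204 in the 8 males. Without this mouse the sex test called 0 genes (2236 unadjusted, lowest adjusted p of 0.300).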
